# Janus kinase inhibitor overcomes resistance to immune checkpoint inhibitor treatment in peritoneal dissemination of gastric cancer in C57BL/6 J mice

**DOI:** 10.1007/s10120-024-01514-5

**Published:** 2024-05-28

**Authors:** Wan-Ying Du, Hiroki Masuda, Koji Nagaoka, Tomohiko Yasuda, Komei Kuge, Yasuyuki Seto, Kazuhiro Kakimi, Sachiyo Nomura

**Keywords:** JAK pathway, Immune checkpoint blocker, Peritoneal metastasis, Immunotherapy

## Abstract

**Background:**

Cancer immunotherapy aims to unleash the immune system’s potential against cancer cells, providing sustained relief for tumors responsive to immune checkpoint inhibitors (ICIs). While promising in gastric cancer (GC) trials, the efficacy of ICIs diminishes in the context of peritoneal dissemination. Our objective is to identify strategies to enhance the impact of ICI treatment specifically for cases involving peritoneal dissemination in GC.

**Methods:**

The therapeutic efficacy of anti-PD1, CTLA4 treatment alone, or in combination was assessed using the YTN16 peritoneal dissemination tumor model. Peritoneum and peritoneal exudate cells were collected for subsequent analysis. Immunohistochemical staining, flow cytometry, and bulk RNA-sequence analyses were conducted to evaluate the tumor microenvironment (TME). A Janus kinase inhibitor (JAKi) was introduced based on the pathway analysis results.

**Results:**

Anti-PD1 and anti-CTLA4 combination treatment (dual ICI treatment) demonstrated therapeutic efficacy in certain mice, primarily mediated by CD8 + T cells. However, in mice resistant to dual ICI treatment, even with CD8 + T cell infiltration, most of the T cells exhibited an exhaustion phenotype. Notably, resistant tumors displayed abnormal activation of the Janus Kinase-Signal Transducer and Activator of Transcription (JAK-STAT) pathway compared to the untreated group, with observed infiltration of macrophages, neutrophils, and Tregs in the TME. The concurrent administration of JAKi rescued CD8 + T cells function and reshaped the immunosuppressive TME, resulting in enhanced efficacy of the dual ICI treatment.

**Conclusion:**

Dual ICI treatment exerts its anti-tumor effects by increasing tumor-specific CD8 + T cell infiltration, and the addition of JAKi further improves ICI resistance by reshaping the immunosuppressive TME.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s10120-024-01514-5.

## Introduction

The incidence and mortality rates of gastric cancer (GC) remain high, despite significant advancements in cancer treatment. According to GLOBOCAN 2020 data, GC ranks fifth in incidence and fourth in mortality globally [1]. The metastatic progression of GC involves three main pathways: lymphatic metastasis, hematogenous metastasis, and peritoneal dissemination. While lymphatic and hematogenous metastases are common dissemination processes in solid cancers, peritoneal dissemination is more prevalent, accounting for approximately 53–60% of GC-related deaths [2, 3]. Patients with peritoneal dissemination of GC face devastating complications, such as bowel obstruction and massive ascites, resulting in a dismal 5-year overall survival rate of only 2%. This includes patients who have only microscopic free cancer cells in peritoneal cavity and no macroscopically visible peritoneal nodules [4, 5]. A retrospective study revealed that roughly 10% of patients who underwent gastrectomy developed peritoneal recurrence. In addition, among stage IV patients, approximately 37.2% experienced peritoneal dissemination over time [6, 7].

Conventional chemotherapy targets cancer cell proliferation but often falls short in providing a durable response to metastatic tumors [8]. In contrast, cancer immunotherapy focuses on harnessing the immune system’s potential to eliminate cancer cells. It is effective for a long time against responsive cancers. T cell proliferation and activation rely not only on the recognition and binding of the T cell receptor to antigens presented by antigen-presenting cells in major histocompatibility complexes (MHCs) but also on the tight regulation of co-stimulatory and inhibitory signaling molecules [8]. Tumors evade immune surveillance by exploiting immune checkpoint pathways.

To address this challenge, monoclonal antibodies (mAbs) have been developed to block immune checkpoint molecules and unleash the anti-tumor immune response. Immune checkpoint inhibitor (ICI), such as those targeting programmed death 1 (PD1) and cytotoxic T-lymphocyte-associated protein 4 (CTLA4), have both demonstrated remarkable anti-tumor effects in patients with advanced melanoma, renal cell carcinoma, non-small cell lung cancer, and malignant pleural mesothelioma [9]. Extensive preclinical and clinical studies are currently underway to further elucidate their efficacy, mechanisms, and strategies for overcoming tumor tolerance [10, 11]. While the Food and Drug Administration (FDA) in the USA and the Ministry of Health, Labour and Welfare in Japan have also approved anti-PD1 antibody in combination with chemotherapy as a first-line treatment for GC patients, its efficacy in those with peritoneal dissemination is not significantly pronounced [9, 12].

In this study, we employed an immunocompetent mouse model of GC peritoneal dissemination, which we developed, to investigate the alterations in the tumor microenvironment (TME) and identify strategies to enhance the effect of ICI treatment for peritoneal dissemination of GC.

## Methods

See supplementary materials for details.

## Results

### The therapy with anti-PD1 and CTLA4 antibodies against GC peritoneal dissemination

To evaluate the efficacy of ICI in the context of peritoneal dissemination of GC, we established a female C57BL/6 J GC peritoneal dissemination mouse model [13, 14]. The grouping and treatment timeline are depicted (Fig. 1A, supplementary Fig. 1A). Following the implantation of YTN16 cells on day 0, IP administration of ICI or PBS commenced on days 5, 8, 12, 21, and 28. Concurrently, T-cell depletion was achieved via IP injection of anti-CD4 or anti-CD8 mAb on days 4, 7, and 11 for confirming the therapeutic effect originated from T cell. On day 35, samples were collected for analysis. Beginning in the fourth week following YTN16 cell transplantation, mice displayed a declining trend in weight, excluding those in the dual ICI treatment group (supplementary Fig. 1B). One mouse out of 5 mice treated with anti-PD1 monotherapy was cured, but none out of 5 mice treated with anti-CTLA4 monotherapy was cured. In the anti-CTLA4 group, one mouse, which died before the autopsy, was excluded from the analysis (Supplementary Fig. 1C). Remarkably, among the five mice subjected to dual ICI treatment, three exhibited significant improvements in macroscopic disseminated nodules compared to the monotherapy group (Fig. 1B, Supplementary Fig. 1D). The treatment efficiency was abrogated upon introducing CD4 + or CD8 + T cell depletion in conjunction with dual ICI treatment. In the dual ICI + anti-CD8 group, two mice, which died before the autopsy, were excluded from the analysis. In these mice, a notable reversal in therapeutic outcomes was observed, marked by an exacerbation in peritoneal tumor dissemination and even pronounced adhesions and jaundice (Fig. 1B, Supplementary Fig. 1E). Immune infiltrating cells were quantified based on bulk RNA-seq data using mMCP-counter analysis (Fig. 1C). 

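RNA-seq libraries of 19 mice euthanized in week 5 (day 35) were analysed, 1 per mouse: 5 untreated mice, 5 treated with anti-PD1, 4 with anti-CTLA4 and 5 with dual ICI. Of the dual ICI mice, 2 (#1 and #5) were uncured and 3 (#2, #3 and #4) were cured, with the replicate numbers of the libraries taken as the mouse numbers of Fig. 1C. Antibodies were injected IP on days 5, 8, 12, 21 and 28, at 10 mg/kg for anti-PD1 and 5 mg/kg for anti-CTLA4. The authors aligned paired-end reads of 150 bp to the mouse genome mm10 (GRCm38) with STAR and counted them per gene with HTSeq, and the deposited values are raw counts without normalization. The strand setting of the counting is not stated in the paper's text or supplementary methods, so genes that overlap another gene carry an uncertain count. Total counts per library ranged from 26641402 to 31080946 (median 28870417) in untreated mice, from 27477153 to 29551427 (median 28000533) in anti-PD1 mice and from 27574648 to 30012698 (median 28138285.5) in anti-CTLA4 mice. They were 25989217 and 29963330 in the 2 uncured mice and ranged from 27999482 to 28489995 (median 28120154) in the 3 cured mice. Groups were compared with edgeR's quasi-likelihood test after TMM normalization and edgeR's filter on low counts, with Benjamini-Hochberg adjustment over all genes tested, and only the groups compared entered each fit. Gene levels are given as CPM (counts scaled to a common library size) on TMM-scaled library sizes. The mMCP-counter signatures were not used here. Hand-written marker lists stood in for them, and the score of a list in a mouse was the mean log2 CPM of its genes. The CD8 T cell list holds Cd8a and Cd8b1, both of which the study also picked from these libraries. The T cell list holds 13 genes, of which 10 were in the table, 6 are also in another list and 2 are named by the study. Group scores were compared with exact two-sided permutation tests.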

Because peritoneal dissemination had been entirely eradicated in three mice from the dual ICI treatment group by the fifth week, distinct infiltration patterns on the heatmap suggested a state of “post-war” quiescent immune response (Fig. 1C, mice #2, #3, and #4). However, even among the uncured cases, mice from the dual ICI treatment group (Fig. 1C, mice #1, #5) displayed significantly higher levels of immune-infiltrating CD8 + T cells compared to the mice in the other groups. In addition, the volcano plot illustrated the differentially expressed genes (DEGs) between the dual ICI and untreated group, with upregulated DEGs marked with red solid dots. 

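In the 3 cured mice, the CD8 T cell score was 0.24 ± 0.31 (SD, n = 3) against 0.98 ± 0.21 (SD, n = 5) in untreated mice, and every cured mouse lay below every untreated mouse. The same separation held for the scores of the T cell list (fell by 0.87 on the log2 scale), the NK cell list (fell by 1.05), the regulatory T cell list (fell by 1.02), the neutrophil list (fell by 2.87), the checkpoint list (fell by 1.15) and the inflammatory response list (fell by 1.34). Each of these differences had an exact two-sided permutation p of 0.0357, the smallest that 3 mice against 5 allow, and an adjusted p of 0.0506 over the lists scored. The macrophage list (difference -0.37, exact permutation p = 0.286) and the B cell list (difference -0.057, exact permutation p = 0.857) overlapped between cured and untreated mice. The cellular content of the samples also differed. A list of 28 gastric epithelium genes, which marks the YTN16 tumor in these samples, fell by 5.10 in its score in the cured mice, and its share of all counts was between 0.00314% and 0.0104%. A list of 28 skeletal muscle genes rose by 2.06 and took between 24.9% and 26.5% of the counts of the cured mice. Both tissue scores separated the groups with the same exact p.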

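The CD8 T cell score was 2.49 ± 0.16 (SD, n = 2) in the uncured dual ICI mice, with 2.38 in the lower and 2.60 in the higher mouse. The 14 untreated, anti-PD1 and anti-CTLA4 mice at 5wk all scored lower, with means of 0.98 in untreated, 0.91 ± 0.63 (SD, n = 5) in anti-PD1 and 0.93 ± 0.36 (SD, n = 4) in anti-CTLA4 mice. The difference between the uncured mice and these 14 mice was 1.55, larger than the SD of 0.41 among the 14 (exact two-sided permutation p = 0.0167, the smallest that 2 mice against 14 allow, adjusted p = 0.0378 over the lists scored). With each mouse left out in turn, the difference stayed between 1.43 and 1.66. A prior count of 0.5 in place of 2 moved it most among the other settings, to 1.58. Scores of the T cell list (difference 1.08), the T cell receptor signalling list (0.67), the NK cell list (0.69), the exhaustion list (0.78) and the checkpoint list (0.68) also separated the uncured mice from all 14 mice at the same exact p. Neither monotherapy group differed from untreated mice in the CD8 T cell score (anti-PD1, difference -0.068, exact permutation p = 0.881, and anti-CTLA4, difference -0.056, exact permutation p = 0.794). The anti-PD1 group held mouse 5, whose sample had almost no gastric epithelium (0.00697% of counts), and the test was not repeated without it. From the infiltration estimates, the paper states that CD8 + T cells were more abundant even where dual ICI did not cure.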

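With all 5 dual ICI mice at 5wk against 5 untreated mice, 0 of 15588 genes had an edgeR adjusted p under 0.05, and 1071 genes had an unadjusted p under 0.05. At the threshold drawn in Fig. 1D, an unadjusted p under 0.05 and a fold change over 2, 398 genes passed, 283 higher and 115 lower. With the 2 uncured mice alone against the untreated mice, 0 of 16156 genes passed the adjusted threshold, 787 had an unadjusted p under 0.05, and 391 passed the threshold of Fig. 1D, 159 higher and 232 lower. Among the alternatives set beforehand, DESeq2 in place of edgeR moved these counts most, to 45 genes with an adjusted p under 0.05 in the dual ICI group (39 higher and 6 lower) and to 17 in the uncured mice (15 higher and 2 lower). With DESeq2 and an untreated mouse left out, alternatives chosen after seeing the data, the count in the uncured mice was 62 without mouse 1, 50 without mouse 2, 21 without mouse 3, 29 without mouse 4 and 0 without mouse 5. No gene passed the adjusted threshold of edgeR with any 1 of the 10 mice of the dual ICI comparison left out, or with any 1 of the 5 untreated mice left out of the comparison with the uncured mice. Neither monotherapy gave a gene with an edgeR adjusted p under 0.05 against untreated mice: 0 of 15640 genes for anti-PD1, with 205 at an unadjusted p under 0.05, and 0 of 15781 genes for anti-CTLA4, with 128.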

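The genes labelled in Fig. 1D were examined in the uncured mice and in the whole dual ICI group at 5wk, each against 5 untreated mice. Ly6c2 (chromosome 15, 75108158 to 75111970, GRCm38), a member of the Ly6 family, was 9.81 ± 0.377 CPM (SD, n = 2) in uncured and 2.52 ± 1.03 CPM (SD, n = 5) in untreated mice, a log2 fold change of 1.95 (standard error 0.37, adjusted p = 0.734 from edgeR's quasi-likelihood test). The MHC genes H2-Eb2 (chromosome 17, 34325665 to 34341412) and H2-Q2 (chromosome 17, 35342242 to 35346762), whose reads the counting could have split between close relatives, had log2 fold changes of 2.09 (standard error 0.44) and 1.85 (standard error 0.46). Cd8a (chromosome 6, 71373427 to 71379173) was 8.80 ± 0.324 CPM in uncured and 3.25 ± 1.00 CPM in untreated mice, a log2 fold change of 1.43 (standard error 0.31). Cd8b1 (chromosome 6, 71322788 to 71337494) was 3.52 ± 0.660 CPM against 1.17 ± 0.215 CPM, a log2 fold change of 1.58 (standard error 0.30). The edgeR adjusted p was the same 0.734 for each of these genes. In all 5 of these genes, both uncured mice exceeded every untreated mouse. The 14 genes labelled as higher in Fig. 1D were all higher in the uncured mice, with log2 fold changes from 1.23 to 2.12. All 14 had an adjusted p under 0.05 adjusted over the list alone and 0 did over all genes tested, where all 14 had an unadjusted p under 0.05; the study chose the list on these samples, so the first count is not independent evidence. DESeq2 gave adjusted p-values of 0.00486 for Ly6c2, 0.019 for H2-Eb2, 0.0266 for Cd8a and 0.00941 for Cd8b1, and did not call H2-Q2 (0.11). Across all other alternatives set beforehand, the adjusted p of the 4 called genes reached 0.788. Among the alternatives chosen after seeing the data, it was 0.955 for each gene with the gastric epithelium score and 1.00 with the skeletal muscle score as a covariate. DESeq2 with an untreated mouse left out, also chosen after seeing the data, called all 4 genes without mouse 1, 2 or 4, with adjusted p-values from 2.96e-06 for Ly6c2 without mouse 4 to 0.0447 for Cd8a without mouse 1. It called all but Cd8a (0.0788) without mouse 3 and none of the 4 without mouse 5 (from 0.0796 for Ly6c2 to 0.205 for Cd8a). H2-Q2 was called only without mouse 2 (0.00146). Its adjusted p was 0.0744, 0.134, 0.303 and 0.0558 without mouse 1, 3, 4 and 5. With the 3 cured mice included, the log2 fold changes were 1.03 (standard error 0.58) for Ly6c2, 0.90 (standard error 0.92) for H2-Eb2, 0.54 (standard error 1.36) for H2-Q2, 0.54 (standard error 0.54) for Cd8a and 0.65 (standard error 0.57) for Cd8b1. The dual ICI and untreated mice then overlapped in all 5 genes, and the smallest edgeR adjusted p among them was 0.634, for Ly6c2. Of the genes labelled as lower, Ankrd2 had a log2 fold change of -2.05 (standard error 0.51) and Phyhip of -1.79 (standard error 0.62) in the uncured mice, both with an edgeR adjusted p of 0.734. DESeq2 called Ankrd2 (0.0269) and not Phyhip (0.328). In the whole dual ICI group, these values were 1.01 (standard error 0.77) for Ankrd2 and -0.13 (standard error 0.59) for Phyhip.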

The notable upregulation of gene expression in Cd8a, Cd8b1, H2-Eb2, H2-Q2, and Ly6c2 indicated enhanced immune activation and potential involvement of MHC-related pathways, as well as an association with inflammation-related processes in dual ICI-treated mice (Fig. 1D).

**Fig. 1:**
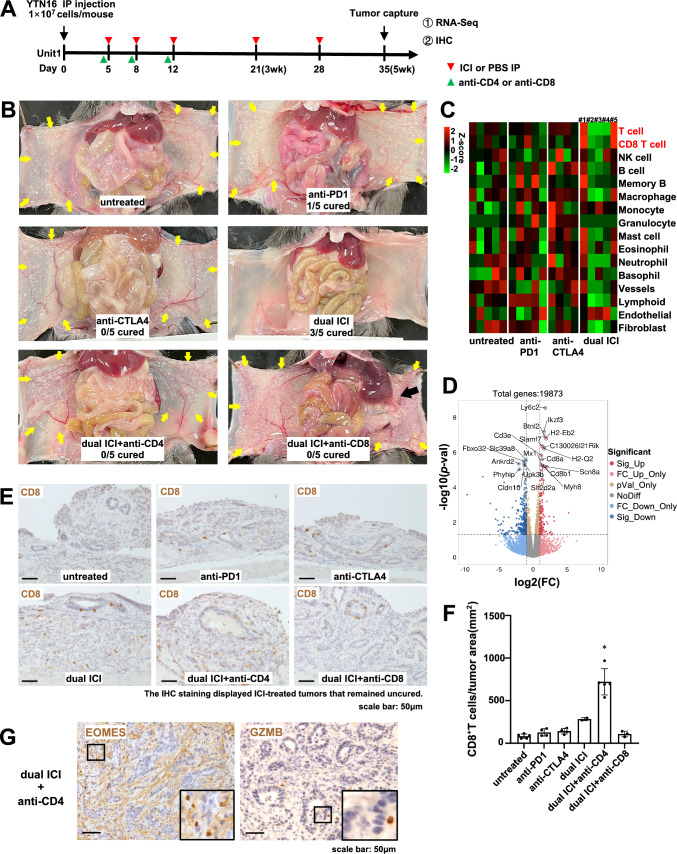
Dual ICI treatment outperformed monotherapy. CD4 + and CD8 + T cells were both indispensable for the anti-tumor effect. **A** Treatment timeline in female C57BL/6 J GC peritoneal dissemination model. **B** Representative macroscopic images of peritoneal dissemination tumor of mice on day 35. Three out of five mice demonstrated improved efficacy with dual ICI treatment compared to the monotherapy group. However, the clearance of CD4 + or CD8 + T cells, in conjunction with dual ICI treatment, resulted in exacerbated peritoneal dissemination of the tumor. Adhesions of the peritoneum and liver could be seen in the CD8 + T cells depletion group (black arrow). **C** Quantification of immune-infiltrating cells based on bulk RNA-seq data using mMCP-counter analysis. The dual ICI group (mice #1 and #5) exhibited significantly higher levels of immune-infiltrating CD8 + T cells compared to other groups. By the fifth week, the peritoneal dissemination in mouse #2, #3, and #4 had been completely cured. Consequently, the observed distinct infiltration pattern in the heatmap suggested a quiescent immune response, indicating a cessation of immune activation. **D** The volcano plot illustrated the DEGs between the dual ICI and untreated groups. The x-axis represented the log2 fold change, indicating the magnitude of gene expression change, while the y-axis represented the statistical significance. Red solid dots highlighted the upregulated DEGs in the dual ICI group, exceeding the significance thresholds (*p* < 0.05 and fold change > 2). **E** Representative images of IHC staining of CD8 + T cells on day 35. **F** Enhanced infiltration of CD8 + T cells was observed in the dual ICI treatment group, particularly with CD4 + T cell depletion, resulting in a significant increase compared to other groups. **G** In the dual ICI + anti-CD4 treatment group, IHC staining revealed that although there was significant CD8 + T cell infiltration, only a small proportion exhibited GZMB + cytotoxic phenotype, while the majority displayed an EOMES + exhausted phenotype. Scale bar: 50 μm; inset: magnified view of the boxed area. *p < 0.05, one-way ANOVA with Tukey's multiple comparisons test

The presence of CD8 + T cell infiltration was verified via immunohistochemical (IHC) staining (Fig. 1E, F). Remarkably, in the uncured mice from the dual ICI treatment group, there was a substantial increase in CD8 + T cell infiltration compared to the monotherapy and untreated groups. Furthermore, an intriguing observation arose when combining dual ICI treatment with CD4 + T cell depletion. Specifically, though substantial CD8 + T cell infiltration was evident, the majority exhibited an EOMES + exhausted phenotype, while only a minority displayed the GZMB + cytotoxic phenotype (Fig. 1G). In these unremitting tumors, a substantial infiltration of CD68 + macrophages, Ly6G + neutrophils, and Foxp3 + regulatory T cells (Tregs) were observed, indicating the formation of an immunosuppressive TME. It is worth noting that, despite a significant reduction in Foxp3 + Tregs infiltration following anti-CD4 and anti-CD8 treatment, the tumor did not show any improvement (supplementary Fig. 2).

### Dual ICI treatment exerted anti-tumor immune effects by enhancing the infiltration of tumor neoantigen-specific CD8 + T cells

To observe treatment affected tumor microenvironment at an earlier time point, before tumor disappearing for the dual ICI therapy, we euthanized the mice at the third week (Fig. 2A). The study involved IP implantation of YTN16 cells on day 0, followed by IP treatments with ICI or PBS on days 5, 8, and 12. After 21 days, mice were euthanized, and peritoneal tumors were collected for RNA-seq, fluorescence activated cell sorting (FACS), and IHC analysis. In addition, peritoneal lavage fluid was examined for FACS analysis of peritoneal exudate cells.

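RNA-seq libraries of 10 mice euthanized on day 21 were analysed, from 5 untreated mice and 5 dual ICI mice that had received anti-PD1 and anti-CTLA4 on days 5, 8 and 12. The column names of the count table number the dual ICI animals at 3wk with gaps, and the paper's text does not state whether other animals of that group were sequenced. The reads were processed by the authors as those of the 5wk mice, and the deposited values are raw counts. Total counts per library ranged from 27581158 to 28681432 (median 28625462) in untreated and from 29113101 to 31219650 (median 30017495) in dual ICI mice. Every dual ICI library was thus larger than every untreated library at 3wk. The labels place the 3wk and 5wk libraries in separate series, so a difference between the time points cannot be told apart from a difference between the series. In the comparison of dual ICI with untreated mice at 3wk, 89 of 15503 genes had an edgeR adjusted p under 0.05, 73 higher and 16 lower, and 1658 had an unadjusted p under 0.05. Of these genes, 319 passed an unadjusted p under 0.05 with a fold change over 2, 203 higher and 116 lower. Leaving out untreated mouse 5 lowered the 89 genes to 6, and leaving out dual ICI mouse 1 raised them to 119. DESeq2 gave 492 genes, 320 higher and 172 lower. The largest rises among the 89 genes were in Gzmk (chromosome 13, 113171608 to 113225908), with a log2 fold change of 3.94 (standard error 0.63, edgeR adjusted p = 0.0224), and in Sh2d1a (chromosome X, 42502453 to 42529330), which was at least 6.92-fold higher since no untreated library held more than 3 counts of it (edgeR adjusted p = 0.00681). The largest fall was in Gkn3 (chromosome 6, 87383256 to 87388935), with a log2 fold change of -2.29 (standard error 0.34, edgeR adjusted p = 0.0176). The adjusted p of Gzmk rose to 0.0699 without dual ICI mouse 3 and to 0.0767, 0.0578, 0.0519 and 0.0829 without untreated mice 1, 3, 4 and 5. That of Gkn3 rose to 0.0974 in the fit of all 29 mice, to 0.0625 and 0.0504 without dual ICI mice 3 and 5, and to 0.0713 without untreated mouse 5. Sh2d1a stayed at 0.0432 or less in its alternatives.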

**Fig. 2:**
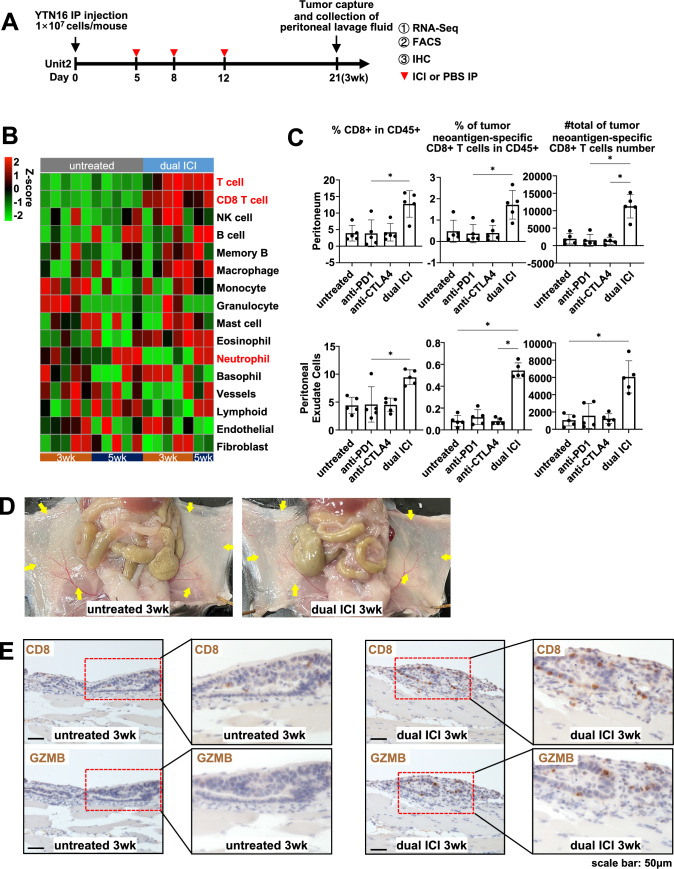
Dual ICI treatment exerted anti-tumor immune effects by enhancing the infiltration of tumor neoantigen-specific CD8 + T cells. **A** Treatment timeline in female C57BL/6 J GC peritoneal dissemination model. **B** The quantification of immune cell infiltration during the anti-tumor immune response was conducted at both the early stage (3wk) and the late stage (5wk, uncured mice) using mMCP-counter analysis. Dual ICI treatment resulted in increased CD8 + T cell infiltration compared to the untreated group at both time points. Notably, at the early time point (3wk), the dual ICI group exhibited relatively fewer neutrophil infiltrations compared to the untreated group. However, in the late stage of dual ICI treatment, increased neutrophil infiltration was observed in uncured tumors. **C** FACS analysis was performed on peritoneal tumor and peritoneal exudate cells at the early time point (3wk). Significant increase observed in tumor neoantigen-specific CD8 + T cells in the dual ICI treatment group. Tumor neoantigen-specific CD8 + T cells were defined as composed of mCdt1-H-2 Kb-dimer + CD8 + T cells, mZfp106-H-2D^b^-dimer + CD8 + T cells, and mScarb2-H-2D^b^-dimer + CD8 + T cells. *p < 0.05, Kruskal–Wallis test with Dunn’s multiple comparison test. **D** Representative images of peritoneal dissemination of mice on day 21. **E** IHC staining of CD8 and GZMB showed enhanced infiltration of GZMB + cytotoxic T cells into the tumor following dual ICI treatment at the early time point (3wk). Scale bar: 50 μm; Inset: a magnified view within the red dashed line, presented in a black frame on the right

The immune cell composition at the third week was depicted in a pie chart format using CIBERSORT. The dual ICI treatment group exhibited an increased relative proportion of CD8 + T cells, whereas in the untreated group, neutrophils accounted for a higher proportion (supplementary Fig. 3). Similarly, at this earlier time point (3wk), we also conducted mMCP-counter analysis and compared the results with those from the later time point (5wk). 

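CIBERSORT's signature was not used here, and relative proportions were not estimated from the marker lists. In place of proportions, the lists were tested gene by gene between the 5 dual ICI and the 5 untreated mice at 3wk with camera, a competitive gene set test (two-sided, adjusted over 22 lists). Camera's preset correlation of 0.01 between genes was used, and no test under another correlation is given for these lists. Some pathway lists that passed at this setting at 3wk did not pass under fry, which takes the correlation from the mice. The calls below may depend on it too. The T cell list rose, with 10 of 10 tested genes higher and a median log2 fold change of 1.27 (adjusted p = 3.42e-24). The macrophage list rose as well, with 12 of 12 genes higher and a median of 0.56 (adjusted p = 4.28e-09), and so did the NK cell list (5 of 5 genes, median 0.67, adjusted p = 0.0349) and the B cell list (4 of 4 genes, median 0.60, adjusted p = 0.039). The regulatory T cell list had 4 of 4 genes higher and a median of 0.23 (adjusted p = 0.0839). The neutrophil list holds 11 genes, of which 7 passed the filter on low counts, 1 is also in another list and 1 is named by the study. It had 5 of the 7 genes higher and a median log2 fold change of 0.27 (adjusted p = 0.155). The adipocyte list fell, with 1 of 12 genes higher and a median of -0.58 (adjusted p = 4.17e-07), while the fibroblast (median -0.12, adjusted p = 0.23), endothelial (median -0.11, adjusted p = 0.153), mesothelium (median -0.11, adjusted p = 0.155), skeletal muscle (median 0.086, adjusted p = 0.977) and gastric epithelium (median -0.029, adjusted p = 0.138) lists did not pass the threshold.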

Dual ICI treatment resulted in increased CD8 + T cell infiltration compared to the untreated group at both time points. 

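At 3wk, the CD8 T cell score was 3.00 ± 0.56 (SD, n = 5) in dual ICI and 0.62 ± 0.67 (SD, n = 5) in untreated mice, a difference of 2.39 with every dual ICI mouse above every untreated mouse (exact two-sided permutation p = 0.00794, the smallest that 5 mice against 5 allow, adjusted p = 0.0385 over the lists scored). Cd8a was 13.7 ± 6.03 CPM against 2.79 ± 1.11 CPM, a log2 fold change of 2.31 (standard error 0.35, edgeR adjusted p = 0.0193), and Cd8b1 was 5.23 ± 2.11 CPM against 0.905 ± 0.463 CPM, a log2 fold change of 2.53 (standard error 0.39, edgeR adjusted p = 0.0222). The adjusted p of Cd8a rose to 0.0699 without dual ICI mouse 3, 0.0514 without untreated mouse 3, 0.053 without untreated mouse 4 and 0.0732 without untreated mouse 5. That of Cd8b1 rose to 0.0699, 0.0525, 0.0637 and 0.0732 without dual ICI mouse 3 and untreated mice 1, 4 and 5, and both genes stayed under 0.05 in all their other alternatives. The score difference stayed between 2.18 and 2.56 with each mouse left out. At 5wk, the uncured mice exceeded the untreated mice by 1.51 in the CD8 T cell score, with no overlap (exact two-sided permutation p = 0.0952, the smallest that 2 mice against 5 allow). The T cell score rose by 1.28 at 3wk and by 1.04 at 5wk, again without overlap at either time point. Whether the effect of dual ICI differed between the time points was tested as an interaction, and of 16542 genes 0 had an edgeR adjusted p under 0.05, with 1050 at an unadjusted p under 0.05. At 5wk, this interaction used only the 2 uncured mice, chosen by outcome, while the outcome of the dual ICI mice at 3wk is unknown. It therefore cannot separate a change with time from that choice.

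**Figure D1:**
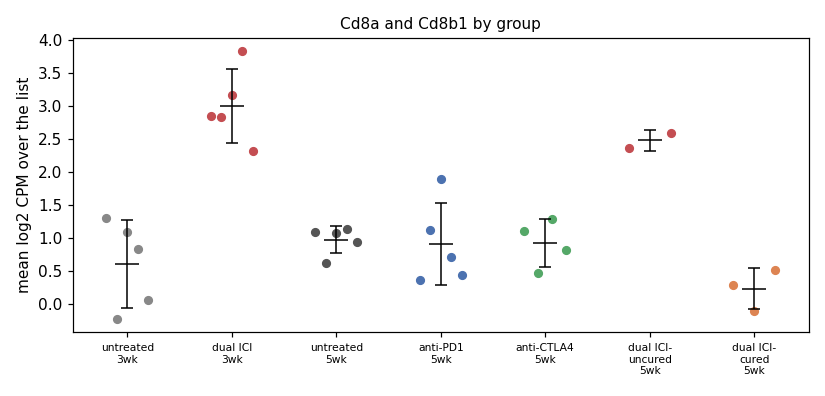
Mean log2 CPM of Cd8a and Cd8b1 in each of the 29 mice by group, with the group mean and SD in black. The 5 dual ICI mice at 3wk and the 2 dual ICI-uncured mice at 5wk lie above every untreated mouse of their time point.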

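The neutrophil score at 3wk was 0.67 ± 0.73 (SD, n = 5) in dual ICI and 0.47 ± 0.51 (SD, n = 5) in untreated mice. The difference of 0.20 was smaller than the spread in either group (exact two-sided permutation p = 0.643). Leaving out dual ICI mouse 4 reversed its sign, to -0.065 (exact permutation p = 0.841), and with each mouse left out the difference reached 0.39 at most. The median over the list in place of the mean moved it most among the other settings, to 0.51 (exact permutation p = 0.373). None of these settings gave an exact permutation p under 0.373. With the gastric epithelium score taken into account, a test chosen after seeing the data, dual ICI mice were 0.437 higher (two-sided permutation of the residuals over 252 labellings, p = 0.0119).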

Notably, at the earlier time point (3wk), the dual ICI group exhibited relatively fewer neutrophil infiltrations compared to the untreated group. However, in the late stage of dual ICI treatment (5wk), increased neutrophil infiltration was observed in uncured tumors (Fig. 2B). This shift in neutrophil infiltration within tumors was also confirmed by IHC for ly6G, a neutrophil marker (supplementary Fig. 4A).

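At 5wk, the neutrophil score was 1.60 ± 0.37 (SD, n = 2) in dual ICI-uncured and 1.25 ± 0.53 (SD, n = 5) in untreated mice. The groups overlapped, and the difference of 0.36 was within the spread of the untreated mice (exact two-sided permutation p = 0.476, the smallest attainable being 0.0952). It stayed between 0.094 and 0.62 with each mouse left out, where the value of 0.094 came from leaving out uncured mouse 5, and leaving out untreated mouse 2 gave 0.14. Tested gene by gene with camera at its preset correlation of 0.01 only, 8 of 9 genes of the neutrophil list were higher in uncured mice, with a median log2 fold change of 0.34 (adjusted p = 0.0423 over 22 lists). The gastric epithelium list also rose, with 24 of 28 genes higher and the same median of 0.34 (adjusted p = 9.03e-05), and its score rose by 0.47 with both uncured mice above every untreated mouse. Among the 10 untreated mice of both time points, the neutrophil score followed the gastric epithelium score, with a Pearson r of 0.94 (permutation p = 0.00026, adjusted p = 0.00052) and a Spearman rho of 0.891 (permutation p = 0.00096, adjusted p = 0.00384), each adjusted over the 4 relations computed. Without the 2 mice farthest from the median epithelium score, untreated mouse 3 at 5wk and untreated mouse 2 at 3wk, r was 0.922 (exact permutation p = 0.00521). No value was computed within the 5 untreated mice of either library series. The r of 0.94 pools both series and may hold a difference between them. Within the 5wk series, the 14 untreated and monotherapy mice had an r of 0.932 (permutation p = 0.00288, adjusted p = 0.00384) and a rho of 0.455 (permutation p = 0.105, adjusted p = 0.14). Without anti-PD1 mouse 5 and untreated mouse 2, r was 0.215 (permutation p = 0.518), so within that series the relation rested on these 2 mice.

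**Figure D2:**
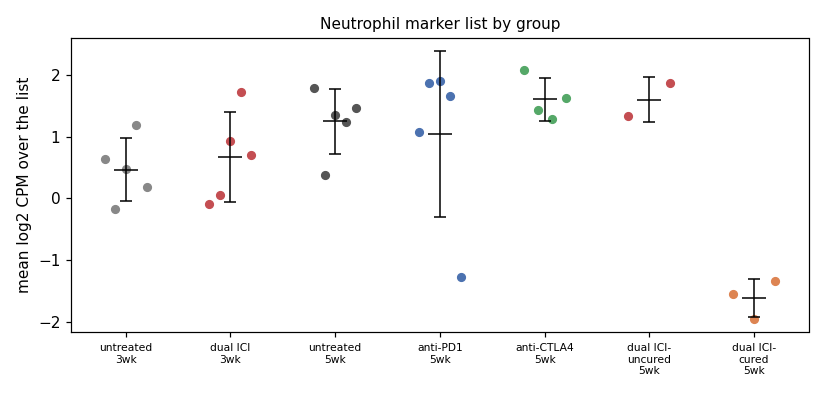
Mean log2 CPM of the neutrophil marker genes in each of the 29 mice by group, with the group mean and SD in black. Dual ICI and untreated mice overlap at 3wk, and so do dual ICI-uncured and untreated mice at 5wk.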

Previously, we have identified 3 neo-antigens for YTN16 cells, including mCdt1, mZfp106, and mScarb2 peptides [15]. Flow cytometry analysis revealed increased CD8 + T cell in tumor-bearing peritoneum and peritoneal lavage fluid with dual ICI treatment, along with a significant rise in neo-antigen-specific CD8 + T cells at the earlier time point (Fig. 2C). Notably, there were no significant differences observed in the levels of NK cells, B cells, and CD4 + T cells among groups (Supplementary Fig. 4B).

Representative images showed similar peritoneal tumor sizes among mice in the untreated and dual ICI group (Fig. 2D). IHC analysis revealed an increase in CD8 + T cell infiltration in the tumor area following dual ICI treatment, compared to the untreated group. Remarkably, most of these CD8 + T cells exhibited a GZMB + cytotoxic T cell phenotype, while the limited number of CD8 + T cells present in the untreated group did not show GZMB expression (Fig. 2E).

The above analysis indicated that dual ICI treatment exerted potent anti-tumor effects by enhancing the infiltration of tumor neoantigen-specific CD8 + T cells. Notably, neutrophil infiltration displayed varying patterns, with reduced presence at the early stage and increased infiltration in uncured tumors during late-stage treatment. It is conceivable that during the treatment process of dual ICI, the tumor response gradually shows different trends. Some mice may manifest a sustained response to ICI, resulting in a gradual tumor clearance, whereas others, despite the activation of an immune response, may develop resistance to ICI for unspecified reasons, subsequently leading to further tumor progression.

### Excessive activation of JAK-STAT pathway in dual ICI-resistant tumors

To investigate the underlying causes of resistance in dual ICI treatment, we conducted an examination of immune checkpoints, including both inhibitory and co-stimulatory molecules, along with the assessment of relevant cytokine and cytotoxic molecule expression. Notably, following dual ICI treatment, several immunosuppressive checkpoint genes showed significant upregulation, such as Pdcd1, Ctla4, Lag3, Tight, Tim, Lgals9, Btla, and Tnfrsf14. This upregulation was observed in some mice during the early stage and persisted in uncured mice during the late stage following dual ICI treatment. In contrast, immune-positive stimulatory signals such as CD28, were expressed during the early stage (3wk) but markedly declined in the late stage (Fig. 3A). 

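The checkpoint list of Fig. 3A held 12 genes, all of which were higher in dual ICI than in untreated mice at 3wk, with a median log2 fold change of 0.78. Tigit rose most, from 1.10 ± 0.396 to 3.11 ± 1.47 CPM (SD, n = 5 each), a log2 fold change of 1.51 (standard error 0.37, edgeR adjusted p = 0.114). Pdcd1 rose from 1.71 ± 0.607 to 3.85 ± 1.26 CPM, a log2 fold change of 1.18 (standard error 0.32, edgeR adjusted p = 0.151). The log2 fold changes were 0.97 for Ctla4, 0.83 for Havcr2, which encodes Tim-3, 0.73 for Btla, 0.66 for Lag3, 0.40 for Tnfrsf14 and 0.36 for Lgals9, with edgeR adjusted p-values from 0.272 for Lag3 to 0.649 for Lgals9. With each mouse left out, they ranged from 0.515 to 1.09 for Ctla4, from 0.483 to 0.97 for Havcr2 and from 0.323 to 0.872 for Btla. Of the 12 genes, 5 had an adjusted p under 0.05 adjusted over the list alone and 0 over all genes tested, where 7 had an unadjusted p under 0.05. The list was read from the study's heatmap of these samples, and the paper's text does not state how its genes were chosen, so the first count may not be independent evidence. DESeq2 gave adjusted p-values of 0.005 for Tigit and 0.0146 for Pdcd1, which under other alternatives reached 0.305 and 0.34. Leaving out dual ICI mouse 2 gave 0.0431 for Pdcd1. The adjusted p of the other 6 named genes was 0.106 or more in every alternative set beforehand. With the gastric epithelium score as a covariate, an alternative chosen after seeing the data, it was 0.00452 for Havcr2, 0.0144 for Lag3, 0.0187 for Ctla4, 0.0384 for Lgals9, 0.0423 for Tnfrsf14 and 0.0575 for Btla.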

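In the uncured mice at 5wk, all 12 checkpoint genes were again higher than in untreated mice, with a median log2 fold change of 0.61. Pdcd1 was 7.18 ± 1.99 CPM (SD, n = 2) against 3.48 ± 0.748 CPM (SD, n = 5), a log2 fold change of 1.04 (standard error 0.29, edgeR adjusted p = 0.734). Both uncured mice exceeded every untreated mouse in Pdcd1, Tigit (log2 fold change 1.05), Havcr2 (0.73) and Btla (0.66). They overlapped with untreated mice in Ctla4 (log2 fold change 0.62), Tnfrsf14 (0.52), Lgals9 (0.45) and Lag3 (0.20). The edgeR adjusted p was 0.849 for Lag3 and 0.734 for the others. The numbers with an adjusted p under 0.05 were 0 adjusted over the list alone and 0 over all genes tested, where 2 had an unadjusted p under 0.05. The score of the list exceeded that of untreated mice by 0.71 at 3wk (exact two-sided permutation p = 0.00794, every dual ICI mouse above every untreated mouse) and by 0.70 at 5wk (exact p = 0.0952, the smallest attainable, no overlap).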

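Cd28 (chromosome 1, 60716800 to 60773359) was 6.70 ± 1.68 CPM (SD, n = 5) in dual ICI mice at 3wk and 2.95 ± 0.224 CPM (SD, n = 2) in uncured mice at 5wk. The log2 fold change between these groups was -1.20 (standard error 0.30, edgeR adjusted p = 0.0533), and both uncured mice lay below every dual ICI mouse at 3wk. The adjusted p was 0.00229 with DESeq2, 0.028 without dual ICI mouse 4 and 0.0494 without dual ICI mouse 5, and across the alternatives it ranged from 0.00229 to 0.198. Untreated mice differed in the same direction, from 5.63 ± 1.82 CPM at 3wk to 1.94 ± 0.950 CPM at 5wk, a log2 difference of -1.55 (exact two-sided permutation p = 0.0159). Within each time point, dual ICI did not lower Cd28. The interaction of dual ICI with time had a log2 value of 0.35 (edgeR adjusted p = 0.846). Among the other groups at 5wk, Cd28 was 6.34 ± 0.872 CPM (SD, n = 3) in cured, 3.47 ± 3.85 CPM (SD, n = 5) in anti-PD1 and 2.81 ± 1.13 CPM (SD, n = 4) in anti-CTLA4 mice.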

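Il1a at 3wk was 1.14 ± 1.26 CPM (SD, n = 5) in dual ICI and 0.429 ± 0.108 CPM (SD, n = 5) in untreated mice, a log2 fold change of 1.44 (edgeR adjusted p = 0.418). Il1b had a log2 fold change of 0.84 at 3wk (edgeR adjusted p = 0.626) and of 0.99 in uncured mice at 5wk (edgeR adjusted p = 0.734), where both uncured mice exceeded every untreated mouse. With each mouse left out, the log2 fold change at 3wk ranged from 0.447 to 1.66 for Il1a and from 0.41 to 1.21 for Il1b. The epithelium covariate lowered the adjusted p at 3wk to 0.0411 for Il1a and to 0.00401 for Il1b. Il4 was 0.438 ± 0.237 CPM against 0.35 ± 0.216 CPM at 3wk, a difference within the spread of either group. At 5wk it was 0.413 ± 0.00576 CPM (SD, n = 2) against 0.12 ± 0.102 CPM (SD, n = 5), a log2 fold change of 1.71 (edgeR adjusted p = 0.734). Il6 was 0.576 ± 0.235 CPM in dual ICI and 0.661 ± 0.397 CPM in untreated mice at 3wk, and 0.913 ± 0.0202 CPM in uncured and 0.988 ± 0.787 CPM in untreated mice at 5wk. Neither difference in Il6 exceeded the spread of the untreated mice. Il13 was too low for the test at either time point, with means of 0.0643 and 0.0278 CPM at 3wk.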

In response to dual ICI treatment, the expression levels of interleukin (IL)-1, 4, 6, and 13 increased indicating an elevated inflammatory response and potential tumor-promoting involvement. 

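Both subunits of IL-12 were tested. Il12b rose at 3wk from 1.3 ± 0.43 CPM in untreated to 2.67 ± 1.09 CPM (SD, n = 5 each) in dual ICI mice, a log2 fold change of 1.05 (standard error 0.35, edgeR adjusted p = 0.272, and 0.00844 with the epithelium covariate). In uncured mice at 5wk it was 1.73 ± 0.137 CPM (SD, n = 2) against 0.65 ± 0.357 CPM (SD, n = 5) in untreated mice, a log2 fold change of 1.39 (standard error 0.52, edgeR adjusted p = 0.734). Between uncured mice and dual ICI mice at 3wk, the log2 fold change of Il12b was -0.64 (standard error 0.45, edgeR adjusted p = 0.378). It was -1.54 with the skeletal muscle score as a covariate (adjusted p = 0.0404) and -2.08 with the gastric epithelium score (adjusted p = 0.0215), alternatives chosen after seeing the data. Il12a was 2.03 ± 1.18 CPM in dual ICI and 1.76 ± 0.450 CPM in untreated mice at 3wk, and 0.862 ± 0.401 CPM in uncured and 2.22 ± 2.24 CPM in untreated mice at 5wk. Its log2 fold change between uncured mice and dual ICI mice at 3wk was -1.24 (standard error 0.63, edgeR adjusted p = 0.232). With the same covariates, that change reversed to 0.11 and to 0.76 (adjusted p = 0.925 and 0.483).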

Notably, IL-12, crucial for T cell activation and essential for anti-tumor immune responses, increased after dual ICI treatment but declined in late-stage (5wk) ICI-resistant mice. 

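Every dual ICI mouse exceeded every untreated mouse at 3wk in Gzmb, Prf1 and Ifng. Ifng rose from 0.263 ± 0.144 to 1.21 ± 0.561 CPM (SD, n = 5 each), a log2 fold change of 2.20 (standard error 0.44, edgeR adjusted p = 0.0539). Gzmb had a log2 fold change of 1.71 (standard error 0.38, edgeR adjusted p = 0.0761) and Prf1 of 1.48 (standard error 0.34, edgeR adjusted p = 0.0901). DESeq2 gave adjusted p-values of 0.000309 for Ifng, 0.00118 for Gzmb and 0.00211 for Prf1, and the fit of all 29 mice gave 0.0443 for Ifng and 0.00638 for Gzmb. Across all alternatives the adjusted p reached 0.143 for Ifng, 0.194 for Gzmb and 0.201 for Prf1. The groups overlapped in Tnf, whose log2 fold change was 0.63 (edgeR adjusted p = 0.56, and 0.00443 with the epithelium covariate). In uncured mice at 5wk, Prf1 was 2.11 ± 0.675 CPM (SD, n = 2) against 0.581 ± 0.409 CPM (SD, n = 5), a log2 fold change of 1.83 (edgeR adjusted p = 0.734), while Gzmb (log2 fold change 0.50) and Tnf (0.55) overlapped with untreated mice. Of the 12 tested genes of the cytokine and cytotoxic list, 4 had an adjusted p under 0.05 adjusted over the list alone and 0 over all genes tested at 3wk, where 5 had an unadjusted p under 0.05. At 5wk both counts were 0, with 4 genes at an unadjusted p under 0.05. This list too was read from a heatmap of these samples, so the counts over the list alone may not be independent evidence.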

Granzyme B (Gzmb), Perforin-1 (Prf1), Tumor Necrosis Factor (Tnf), and Interferon Gamma (Ifng) also exhibited noticeable upregulation following dual ICI treatment. However, a declining trend in Ifng expression was observed in the late-stage (5wk) ICI-resistant mice, concomitant with an increase in Transforming Growth Factor Beta-1 (Tgfb1) associated with tumor epithelial–mesenchymal transition (EMT) (Fig. 3B). In addition, we generated a heatmap to assess changes in chemokine expression following dual ICI treatment, revealing significant upregulation of multiple chemokines, including Ccl2,17,20,28, and Cxcl 1,2,3,5,11,16. These chemokines, crucial for regulating immune cell chemotaxis and inflammatory processes, highlight the potential impact of dual ICI treatment on modulating the intricate network of chemotactic signaling. Such changes may facilitate the recruitment and activation of immune cell populations, ultimately influencing the immune landscape within the TME (Supplementary Fig. 5).

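Ifng was 0.322 ± 0.0465 CPM (SD, n = 2) in uncured mice, below every dual ICI mouse at 3wk, a log2 fold change of -1.91 between the time points (standard error 0.53, edgeR adjusted p = 0.0655). The adjusted p of this change ranged from 0.00936, with DESeq2, to 0.136 over the alternatives, and was 0.0272 without dual ICI mouse 4. Untreated mice at 5wk had 0.117 ± 0.123 CPM (SD, n = 5), and against them the log2 fold change in uncured mice was 1.38 (standard error 0.83, edgeR adjusted p = 0.734). Tgfb1 (chromosome 7, 25687002 to 25705077) was 53.9 ± 13.4 CPM in dual ICI and 52.1 ± 9.35 CPM in untreated mice at 3wk, and 76.7 ± 16.3 CPM in uncured and 57.2 ± 10.4 CPM in untreated mice at 5wk. Its log2 fold change in uncured mice was 0.49 (standard error 0.24, edgeR adjusted p = 0.215) against dual ICI mice at 3wk and 0.42 (standard error 0.22, edgeR adjusted p = 0.734) against untreated mice at 5wk.

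**Figure D3:**
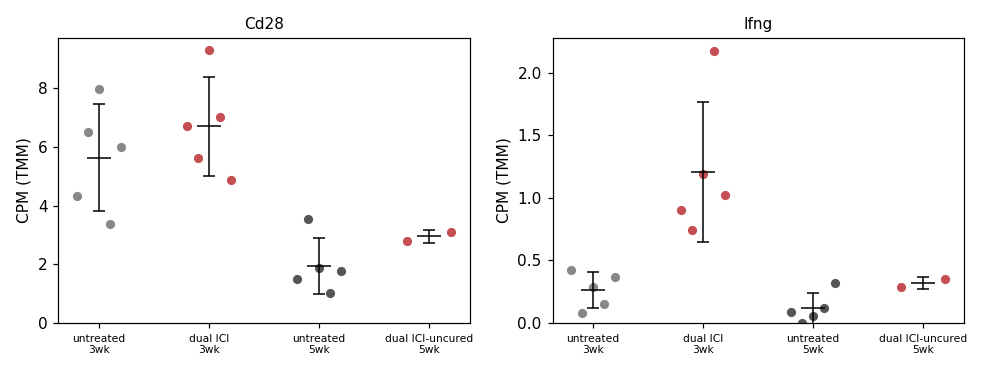
CPM of Cd28 and Ifng in each untreated and dual ICI mouse at 3wk and each untreated and dual ICI-uncured mouse at 5wk, with the group mean and SD in black. Cd28 is lower at 5wk in untreated and in dual ICI-uncured mice, and Ifng is highest in dual ICI mice at 3wk.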

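Of 32 chemokine genes tested at 3wk, 27 were higher in dual ICI mice, and 2 had an edgeR adjusted p under 0.05. Ccl5 (chromosome 11, 83525778 to 83530518) rose from 3.58 ± 0.742 to 18.1 ± 7.20 CPM (SD, n = 5 each), a log2 fold change of 2.35 (standard error 0.28, adjusted p = 0.00681), and Ccl4 had a log2 fold change of 2.47 (standard error 0.32, adjusted p = 0.0119). The adjusted p of Ccl4 rose to 0.0527 without untreated mouse 5, and that of Ccl5 was at most 0.0432 in its alternatives. Adjusted over the list alone, 12 genes had an adjusted p under 0.05, of which 11 were higher; the list came from the study's heatmap of these samples, so this count may not be independent evidence. Of the genes named in the text, Cxcl11 (log2 fold change 1.15) and Ccl2 (0.54) had an unadjusted p under 0.05 at 3wk, and Cxcl16 (0.58) did not. Their edgeR adjusted p was 0.111 or more in every alternative set beforehand, and 0.00438, 0.0425 and 0.00117 with the epithelium covariate. The CPM means in dual ICI and untreated mice were 1.37 and 1.42 for Ccl17, 1.22 and 1.01 for Ccl20, 4.35 and 2.87 for Ccl28, 0.88 and 0.951 for Cxcl1, 1.09 and 0.657 for Cxcl2, 2.68 and 2.52 for Cxcl3, and 50.4 and 46.8 for Cxcl5. In each of these 7 genes, the difference was smaller than the SD of the dual ICI mice. At 5wk, 23 of 34 chemokine genes were higher in uncured than in untreated mice. Both uncured mice exceeded every untreated mouse in Ccl2 (log2 fold change 0.63), Cxcl2 (0.88), Cxcl3 (0.83) and Ccl5 (1.11). The CPM means in uncured and untreated mice were 2.75 and 4.07 for Ccl17, 3.58 and 3.64 for Ccl20, 8.29 and 4.73 for Ccl28, 1.8 and 1.69 for Cxcl1, and 115 and 90.7 for Cxcl5. The edgeR adjusted p was under 0.05 for 0 of the 34 genes, adjusted over the list alone as well as over all genes tested, where 2 had an unadjusted p under 0.05.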

**Fig. 3:**
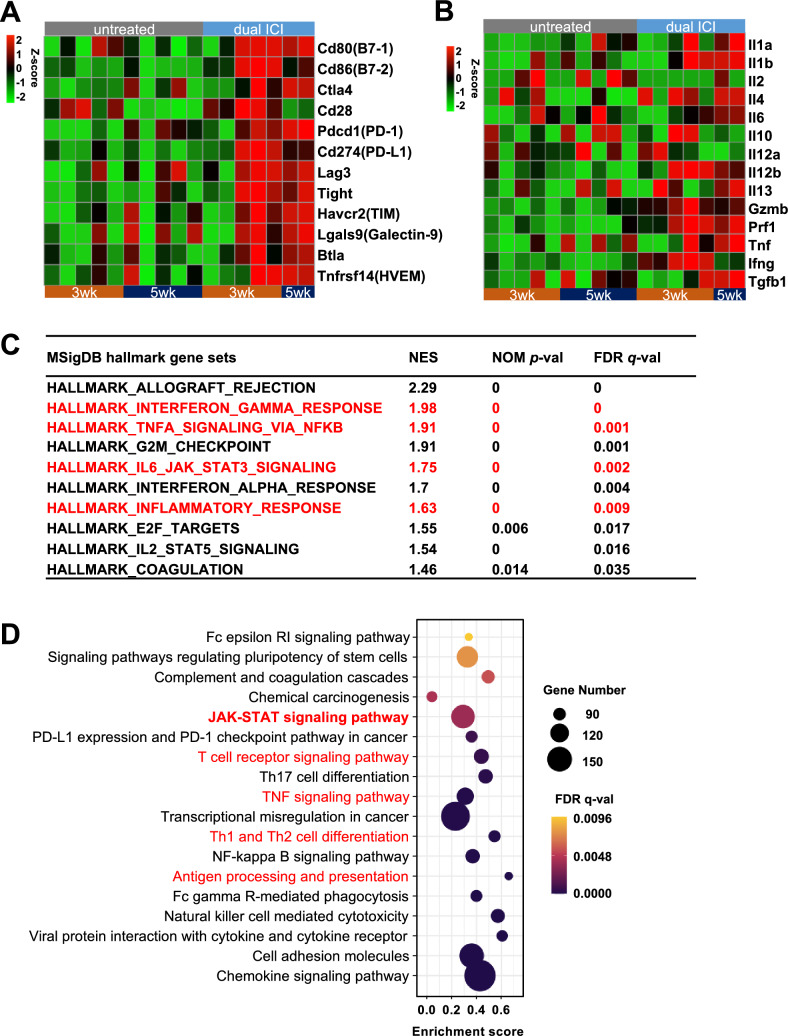
Enhanced activation of the JAK-STAT pathway observed in dual ICI-uncured mice compared to untreated mice. **A**,** B** Heatmap illustrating the expression of immune checkpoint molecules and cytokines, cytotoxic molecules at both early (3wk) and late (5wk) time points in untreated and dual ICI-uncured mice. **C** GSEA of MSigDB hallmark gene sets in dual ICI-uncured mice compared to untreated Mice. The top 10 enriched gene sets in dual ICI-uncured mice were displayed. **D** Enrichment analysis of KEGG pathways was performed using STRING. Pathways enriched in dual ICI-uncured mice were displayed in a bubble chart

We employed gene set enrichment analysis (GSEA) to analyze the top ten enriched Molecular Signatures Database (MSigDB) hallmark gene sets with corresponding enrichment scores in dual ICI-uncured group compared to the untreated group (Fig. 3C). Following the dual ICI treatment, pathways related to immune response, such as INTERFERON_GAMMA_RESPONSE and TNFA_SIGNALING, showed discernible upregulation. 

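The MSigDB sets were not used here, and hand-written lists of their subject stood in for them. The interferon gamma response list had 73 of 75 tested genes higher in uncured than in untreated mice at 5wk, with a median log2 fold change of 0.54 (camera, two-sided, adjusted p = 1.05e-26 over 10 pathway lists). In the TNF-NFKB list, 77 of 101 genes were higher, with a median of 0.27 (camera adjusted p = 1.86e-07). Camera uses a preset correlation of 0.01 between genes. Under fry, which takes the correlation from the mice, the calls that held in the uncured mice were those of the T cell receptor signalling and the Th1 and Th2 lists, and under a correlation estimated from the data only that of the T cell receptor signalling list. Fry gave an adjusted p of 0.101 for the interferon gamma response list and 0.103 for the TNF-NFKB list, and the estimated correlation moved both most, to 0.154. At 3wk, the interferon gamma response list had 72 of 75 genes higher and a median of 0.66 (camera adjusted p = 1e-47), which held under fry (0.0197) and under the estimated correlation (0.0481). The TNF-NFKB list had 51 of 101 genes higher at 3wk, with a median of 0.0067 (camera adjusted p = 0.244). Its direction reversed without dual ICI mouse 5 (camera adjusted p = 0.886), its adjusted p was 0.00495 without untreated mouse 4 and 0.047 without dual ICI mouse 1, and fgsea gave 0.0102. Of the 76 genes of the interferon list, 28 are also in another list and 5 are named by the study; of the 102 of the TNF-NFKB list, 44 and 18.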

Particularly noteworthy was the activation of the IL6_JAK_STAT3_SIGNALING pathway, a key driver of pro-inflammatory signaling. This pathway plays a pivotal role in diverse cellular processes such as cell proliferation, differentiation, and immune regulation. Furthermore, the INFLAMMATORY_RESPONSE pathway also showed substantial activation in the dual ICI-uncured group, further highlighting the complex interplay of inflammatory mechanisms (Supplementary Fig. 6A).

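The IL6-JAK-STAT3 list had 64 of 84 tested genes higher in uncured than in untreated mice at 5wk, with a median log2 fold change of 0.24 (camera, two-sided, adjusted p = 7.79e-08). The adjusted p was between 4.45e-08 and 1.26e-06 with each untreated mouse left out, 0.103 under fry and 0.154 under an estimated correlation. The score of the list was 0.31 higher in uncured than in untreated mice, larger than the SD of 0.20 among untreated mice, with no overlap (exact two-sided permutation p = 0.0952, the smallest that 2 mice against 5 allow). Dual ICI mice at 3wk had 56 of 84 genes higher than untreated mice, with a median of 0.14 (camera adjusted p = 0.000461, and 0.192 under fry). A list of 23 target genes of STAT3, of which 18 are also in another list, had 12 genes higher and a median of 0.013 in uncured mice (camera adjusted p = 0.364) and 12 genes higher and a median of 0.034 at 3wk (camera adjusted p = 0.21). Of the 87 genes of the IL6-JAK-STAT3 list, 52 are also in another list and 15 are named by the study.

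**Figure D4:**
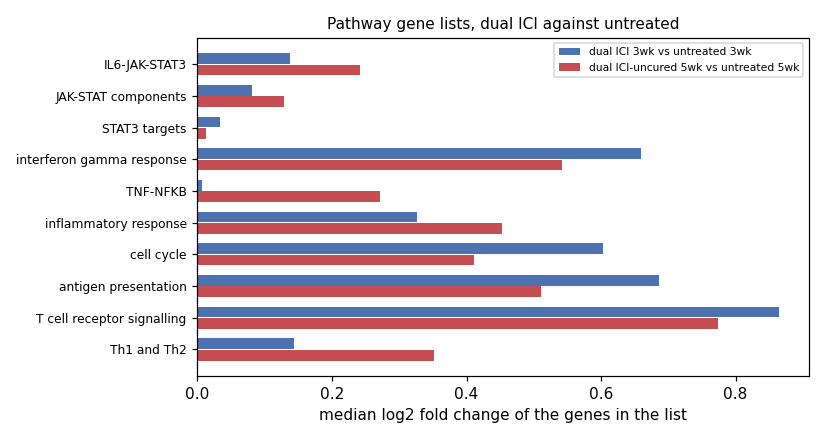
Median log2 fold change of the tested genes of 10 pathway lists, in dual ICI against untreated mice at 3wk (blue) and in dual ICI-uncured against untreated mice at 5wk (red). The T cell receptor signalling list has the largest median in both comparisons, and the STAT3 targets have medians of 0.034 at 3wk and 0.013 at 5wk.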

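The inflammatory response list had 86 of 101 tested genes higher in uncured than in untreated mice, with a median log2 fold change of 0.45 (camera, two-sided, adjusted p = 2.44e-15, and between 1.51e-15 and 8.63e-13 with each untreated mouse left out). Under fry its adjusted p was 0.103. The score of the list was 0.46 higher in uncured than in untreated mice, with no overlap (exact two-sided permutation p = 0.0952, the smallest attainable). At 3wk the list had 82 of 100 genes higher and a median of 0.33 (camera adjusted p = 3.91e-13, and 0.135 under fry), while its score overlapped between dual ICI and untreated mice (difference 0.35, exact two-sided permutation p = 0.103). Of the 105 genes of the list, 59 are also in another list and 25 are named by the study. From the enriched sets, the paper states that several inflammatory mechanisms act together in the uncured mice.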

Enrichment analysis of Kyoto Encyclopedia of Genes and Genomes (KEGG) provided an encompassing perspective on the molecular processes influenced by the dual ICI treatment (Fig. 3D). 

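All 34 tested genes of an antigen presentation list were higher in uncured than in untreated mice, with a median log2 fold change of 0.51 (camera, two-sided, adjusted p = 3.31e-13, and 0.103 under fry). A T cell receptor signalling list had 30 of 35 genes higher and a median of 0.77 (camera adjusted p = 3.71e-20). This call held under fry (0.0029) and under an estimated correlation (0.0138). A list of Th1 and Th2 genes had 20 of 28 higher and a median of 0.35 (camera adjusted p = 1.53e-06, 0.0308 under fry and 0.105 under an estimated correlation). The same 3 lists rose at 3wk, with medians of 0.69 for antigen presentation, 0.86 for T cell receptor signalling and 0.14 for Th1 and Th2 genes, and each call held under fry (adjusted p = 0.00181) and under an estimated correlation (adjusted p = 0.0142). The KEGG sets were not used here. Of the genes of the hand-written lists, 17 of 36, 17 of 36 and 24 of 31 are also in another list, and 0, 10 and 7 are named by the study.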

The activation of the antigen processing and presentation pathway, T cell receptor signaling pathway and Th1 and Th2 cell differentiation pathways indicated the potential enhancement of antigen recognition by immune cells, heightened T cell activation and differentiation, which were critical for an effective immune response against tumors. 

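A list of 88 JAK-STAT components had 51 of 81 tested genes higher in uncured than in untreated mice, with a median log2 fold change of 0.13 (camera, two-sided, adjusted p = 1.69e-05). With each untreated mouse left out, the adjusted p was between 1.56e-06 and 0.000347, and under fry it was 0.103. At 3wk, 53 of 80 genes were higher in dual ICI than in untreated mice, with a median of 0.081 (camera adjusted p = 0.00292, and 0.0631 under fry). Of the components, 61 are also in another list and 12 are named by the study. The receptor genes Il2rb (log2 fold change 1.00, standard error 0.24, edgeR adjusted p = 0.734) and Csf3r (log2 fold change 0.85, standard error 0.40, with the same adjusted p) were higher in uncured than in untreated mice. Among all settings, Il2rb was called only with DESeq2 without untreated mouse 2 (adjusted p = 0.0348), an alternative chosen after seeing the data, and the adjusted p of Csf3r was 0.233 or more in each.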

Notably, KEGG analysis also revealed the activation of the JAK-STAT pathway.

The Gene Ontology (GO) enrichment analysis yielded a wide spectrum of enriched terms across Biological Process (BP), Cellular Component (CC), and Molecular Function (MF) categories in dual ICI-uncured mice compared to untreated mice (Supplementary Fig. 6B). BP terms included ‘Positive regulation of T cell activation’ and ‘Myeloid leukocyte activation’ suggested associations with immune modulation and regulation. The enriched CC terms, such as ‘Kinetochore’ and ‘Immunological synapse’, offered insights into potential cellular compartments and structures influenced by the therapeutic interventions. 

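Kinetochore genes were examined as part of a list of 67 cell cycle genes. In uncured mice, 66 of the 67 were higher than in untreated mice, with a median log2 fold change of 0.41 (camera, two-sided, adjusted p = 3.92e-10, 0.337 under fry and 0.357 under an estimated correlation). In dual ICI mice at 3wk all 67 were higher, with a median of 0.60 (camera adjusted p = 5.13e-15, and 0.207 under fry).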

Within the MF category, terms like ‘Cytokine receptor activity’ and ‘Phosphoprotein binding’ implied involvement in signaling and interaction mechanisms. These findings collectively provided clues about how interventions may impact various immunological and molecular processes, contributing to our understanding of the complex interplay between immune responses and TME dynamics in the context of GC peritoneal dissemination.

### JAK-STAT pathway was considered a potential therapeutic target

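The samples of these groups differed in their tissue content. Genes of the skeletal muscle list took between 4.74% and 24.6% of the counts in the monotherapy, uncured and untreated mice at 5wk. The gastric epithelium list took between 0.00314% and 0.0104% of the counts in the cured mice. Among the other mice, the share was 0.00697% in anti-PD1 mouse 5 and 0.12% or more in all others. Against the 3 cured mice, 7067 of 15816 genes had an edgeR adjusted p under 0.05 in the 5 untreated mice (4219 higher and 2848 lower than in cured mice), 2968 of 15749 in the 5 anti-PD1 mice (2570 and 398), 9785 of 15668 in the 4 anti-CTLA4 mice (5268 and 4517) and 11063 of 15796 in the 2 uncured mice (5831 and 5232). At an unadjusted p under 0.05 and a fold change over 2, the numbers were 4719, 3502, 5072 and 6539. The count for anti-PD1 rested on single mice. It was 10746 without anti-PD1 mouse 5 and 0 when any 1 of the other 7 mice was left out, with 4793 to 5729 genes at an unadjusted p under 0.05. The count for untreated mice was 4491 without cured mouse 3, 4515 without cured mouse 4, and up to 9388 without another mouse. DESeq2 moved the count for anti-PD1 to 5911.

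**Figure D5:**
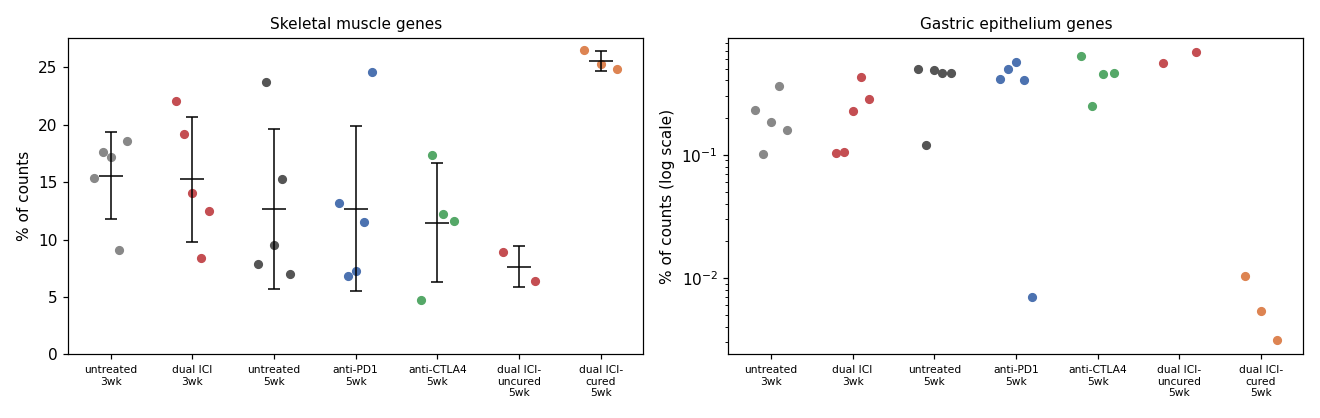
Percent of all counts on the skeletal muscle genes (left, with the group mean and SD in black) and on the gastric epithelium genes (right, log scale) in each of the 29 mice by group. The 3 dual ICI-cured mice have the highest muscle shares, and they and anti-PD1 mouse 5 lie below 0.02% in the epithelium share.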

We compared the gene profiles of the anti-PD1, anti-CTLA4 monotherapy group, the dual ICI-uncured group, and the untreated group with those of the dual ICI-cured mice. We screened for DEGs from each group and identified potential therapeutic targets by overlapping them with FDA-approved 216 cancer relative targets (obtained from Human Protein Atlas). This analysis was visually represented in a Venn diagram, illustrating a total of 58 potential therapeutic targets crucial to understanding the tumor’s progression (Fig. 4A). 

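Past an unadjusted p under 0.05 and a fold change over 2 in all 4 comparisons with the cured mice were 3108 genes, 2530 higher and 578 lower than in cured mice. The 4 comparisons share the 3 cured libraries. In 20 simulated sets of unchanged groups against those libraries, the overlap was 0 genes in each. The simulated groups took their means from those 3 libraries, so a deviation that the 4 comparisons share through them could not show. With an edgeR adjusted p under 0.05 in all 4 comparisons in place of the threshold above, the overlap was 2616 genes, with DESeq2 it was 3452, and with at least 10 counts in every mouse 2094. The overlap of 2616 rested on single mice. The anti-PD1 comparison had no gene at that adjusted p when any 1 of its mice other than anti-PD1 mouse 5 was left out. That overlap would then hold no gene. At the unadjusted threshold, the overlap was between 2523 and 4048 with 1 untreated, anti-PD1 or anti-CTLA4 mouse or 1 cured mouse left out. The list of 216 targets from the Human Protein Atlas was not used here, so only the genes shown in Fig. 4B were examined. Of these, 51 were in the table, and 45 of them passed the threshold in all 4 comparisons, each higher than in cured mice. DESeq2 gave 45 as well. The threshold was passed by 48 in untreated, 46 in anti-PD1, 50 in anti-CTLA4 and 51 in uncured mice. Between uncured and untreated mice, 48 of the 51 genes were higher, with a median log2 fold change of 0.40. Of the 51, 0 had an adjusted p under 0.05 over all genes tested and 0 adjusted over the list alone, with 8 at an unadjusted p under 0.05.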

A protein–protein interaction (PPI) network diagram was constructed using these 58 target proteins. The network was filtered to retain only high-confidence interactions (0.7), while hiding disconnected nodes. In addition, Markov Cluster Algorithm (MCL) clustering was utilized to visualize the protein interaction clusters (Fig. 4B). 

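Genes of the JAK-STAT cluster in Fig. 4B were compared between the 2 uncured and the 3 cured mice. Csf3r (chromosome 4, 126024550 to 126044440) was 46.1 ± 9.20 CPM (SD, n = 2) in uncured and 4.60 ± 1.02 CPM (SD, n = 3) in cured mice, a log2 fold change of 3.29 (standard error 0.20, edgeR adjusted p = 1.82e-06). Il2rb (chromosome 15, 78479256 to 78495271) was 14.0 ± 1.83 CPM against 2.39 ± 0.234 CPM, a log2 fold change of 2.53 (standard error 0.19, edgeR adjusted p = 6.56e-06). Kit (chromosome 5, 75574916 to 75656722) was 24.5 ± 0.247 CPM against 9.27 ± 1.04 CPM, a log2 fold change of 1.37 (standard error 0.14, edgeR adjusted p = 3.99e-05). Il6 (chromosome 5, 30013114 to 30019981) was 0.198 ± 0.146 CPM in cured mice, with a log2 fold change of 2.15 (standard error 0.58, edgeR adjusted p = 0.00928). Each of the 4 genes had an adjusted p under 0.05 in all of its alternatives, the highest being 0.0253 for Il6, and both uncured mice exceeded every cured mouse. In untreated, anti-PD1 and anti-CTLA4 mice against cured mice, the log2 fold changes were 2.45, 2.43 and 2.85 for Csf3r, 1.52, 1.27 and 1.69 for Il2rb, 2.28, 2.15 and 2.32 for Il6, and 1.14, 0.98 and 1.27 for Kit. Kit thus stayed under a fold change of 2 in anti-PD1 mice and was not among the genes past the threshold in all 4 comparisons with cured mice, while Csf3r, Il2rb and Il6 were.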

Local network clustering analysis using the String platform revealed enrichments in key biological terms, such as ‘apoptosis,’ ‘NF-kappa B signaling,’ ‘TNF receptor superfamily,’ ‘JAK-STAT pathway,’ and ‘vascular endothelial growth factor signaling pathway.’ These findings shed light on potential therapeutic avenues (Supplementary Table 2). Consequently, whether it relates to the tumor’s initiation and progression or its resistance to ICI treatment, the activity of the JAK-STAT pathway assumes a profoundly pivotal role. This exploration suggested a promising therapeutic potential of JAK inhibitor.

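The IL6-JAK-STAT3 score fell by 0.98 in cured against untreated mice (exact two-sided permutation p = 0.0357, the smallest attainable). The paper states that an anti-PD1 mouse was cured without saying which, and anti-PD1 mouse 5 had a score of 3.54, where the other anti-PD1 mice lay between 4.27 and 4.52. With that mouse included, the score differed from untreated mice by -0.11 in anti-PD1 (exact permutation p = 0.683) and by 0.14 in anti-CTLA4 mice (exact permutation p = 0.19). In uncured mice at 5wk, it was 0.17 higher than in dual ICI mice at 3wk, within the SD of 0.23 among the latter (exact permutation p = 0.381). Tested gene by gene between these groups, the JAK-STAT components had a median log2 fold change of -0.015 (camera, two-sided, adjusted p = 0.834) and the STAT3 targets of 0.54, with 16 of 23 genes higher at 5wk (camera adjusted p = 0.000665). From the pathway enrichments in uncured mice and the cluster among the shared targets, the paper concludes that the JAK-STAT pathway is central to tumor progression and to resistance to ICI.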

**Fig. 4:**
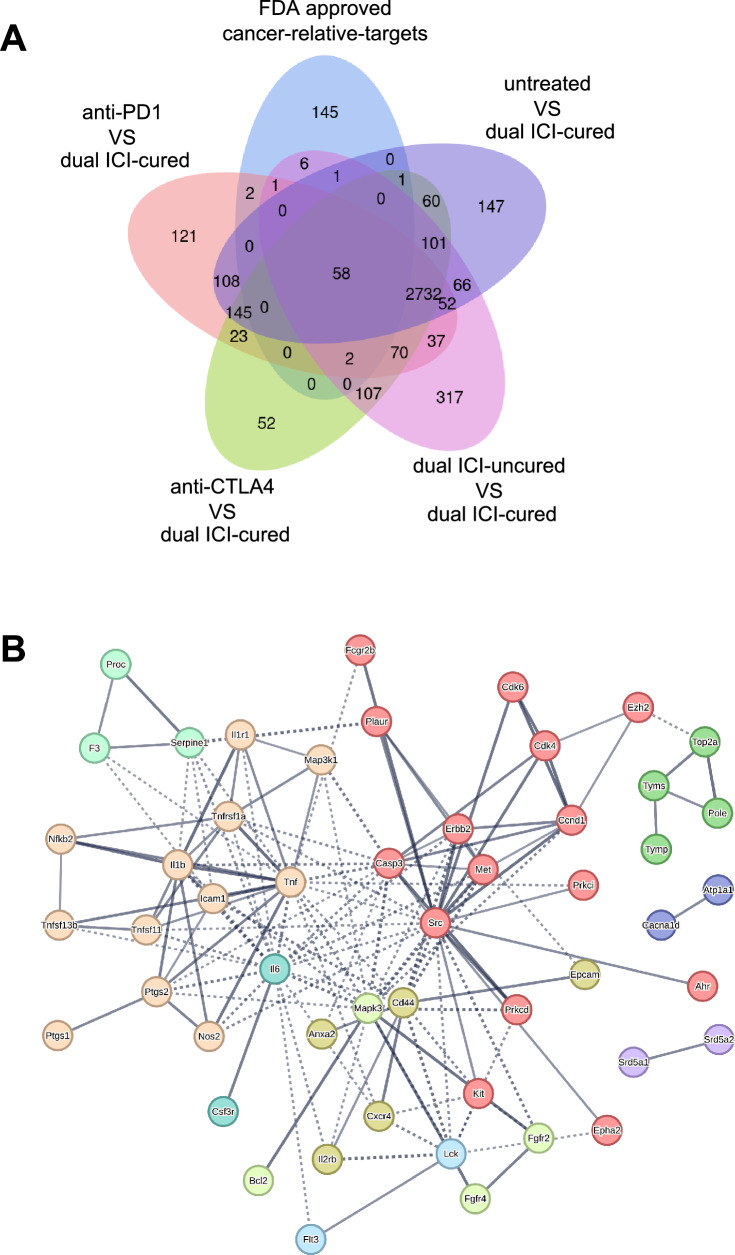
The JAK-STAT pathway was considered a potential therapeutic target.** A** A Venn diagram that is generated by overlapping the DEGs (from each group compared to the dual ICI-cured group) with the FDA-approved cancer-related targets. **B** A PPI network diagram was constructed using the overlapped 58 target proteins. The network was filtered to retain high-confidence interactions (0.7) and visualize protein interaction clusters using MCL clustering while hiding disconnected nodes

### Ruxolitinib (JAK1/2 inhibitor) synergistically improved the immunosuppressive TME in mice with dual ICI resistance

On the foundation of dual ICI application, we administered oral treatment with a JAK inhibitor Ruxolitinib in an attempt to ameliorate resistance to ICI treatment by mitigating excessive inflammatory responses following ICI-induced immune activation. Female C57BL/6 J mice, aged 5 weeks, were divided into four groups: untreated, JAKi, dual ICI, and dual ICI + JAKi.

Dual ICI treatment was initiated on days 5, 8, and 12 following YTN16 implantation. Starting from day 8, Ruxolitinib was administered orally at a daily dose of 30 mg/kg for 1 week. The mice were euthanized on day 21 (Fig. 5A). In the untreated and JAKi monotherapy groups, no improvement was observed, and in the dual ICI group, 3 out of 5 mice exhibited resistance. However, to our surprise, the group that received the combination therapy of dual ICI and JAKi achieved complete tumor clearance in 4 out of 5 mice, with only one mouse showing residual tumor in a small area (Fig. 5B red circle). After subsequent IHC staining, an abundance of GZMB + cytotoxic T cells was discovered within the tumor of this mouse, resembling that observed in the dual ICI group. Furthermore, minimal presence of M2 macrophages, neutrophils, and Tregs was noted. In addition, by day 21, following cessation of JAKi administration on day 15, the expression of p-STAT3 was similar across all groups (Fig. 5C).

**Fig. 5:**
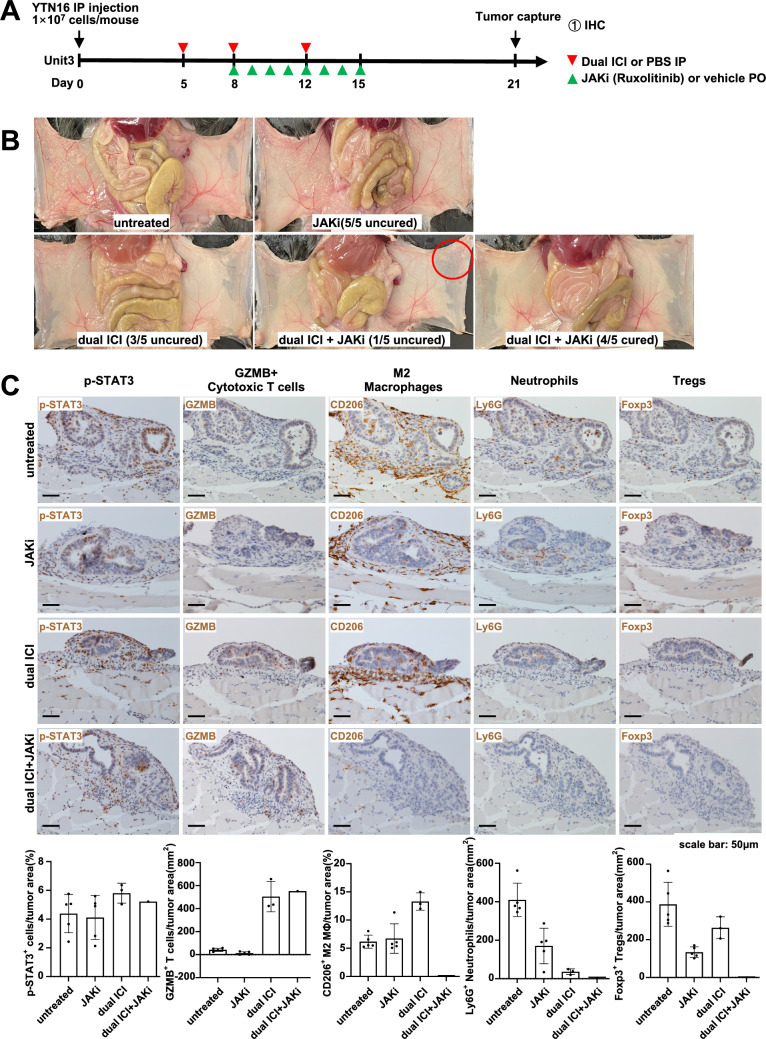
Ruxolitinib in combination with dual ICI treatment further enhanced the anti-tumor effect. **A** Treatment timeline in female C57BL/6 J GC peritoneal dissemination model. **B** Representative macroscopic images of peritoneal dissemination of mice on day 21. Red circle indicated the residual tumor site in the only mouse from the dual ICI + JAKi group. **C** Representative images of IHC staining of p-STAT3, cytotoxic T cells, M2 macrophages, neutrophils, and Tregs on day 21. The dual ICI + JAKi group displays the only uncured mouse with a local residual tumor in the peritoneum. The IHC staining of this mouse was characterized by an abundance of GZMB + cytotoxic T cell infiltration, accompanied by minimal presence of M2 macrophages, neutrophils and Tregs. Scale bar: 50 μm

To collect tumor tissue for analysis before complete clearance, we modified the treatment schedule. We administered dual ICI treatment on day 5, followed by a second dose on day 8. JAKi was administered from day 8 to 11, and the mice were euthanized 3 h after the last dose of JAKi on day 11 (Fig. 6A). Upon dissection, it was observed that the extent of peritoneal dissemination was consistent across all groups (Fig. 6B). Building on this observation, we conducted Western blot analysis to assess the impact of the JAK inhibitor on p-STAT3 protein expression. Following JAKi administration, we observed a significant decrease in the intensity of the p-STAT3 protein bands in comparison to the untreated group (Fig. 6C), suggesting effective suppression of JAK-STAT3 pathway activation. In addition, the IHC results for p-STAT3 suggested its suppression by JAKi (Fig. 7). The IHC results showed that in the treatment regimens involving dual ICI, there was a significant infiltration of GZMB + cytotoxic T cells, while in the regimens involving JAKi, the expression of CD206 + M2-type macrophages was relatively lower. Ly6G + neutrophils in groups that received either JAKi, the dual ICI treatment regimen, or a combination of both did not show a significant increase, unlike the untreated group. While dual ICI treatment showed a modest increase in Foxp3 + Tregs, although it did not reach statistical significance. The therapeutic effectiveness of dual ICI + JAKi was accompanied by both GZMB + cytotoxic T cell infiltration and the lower Ly6G + neutrophil infiltration.

**Fig. 6:**
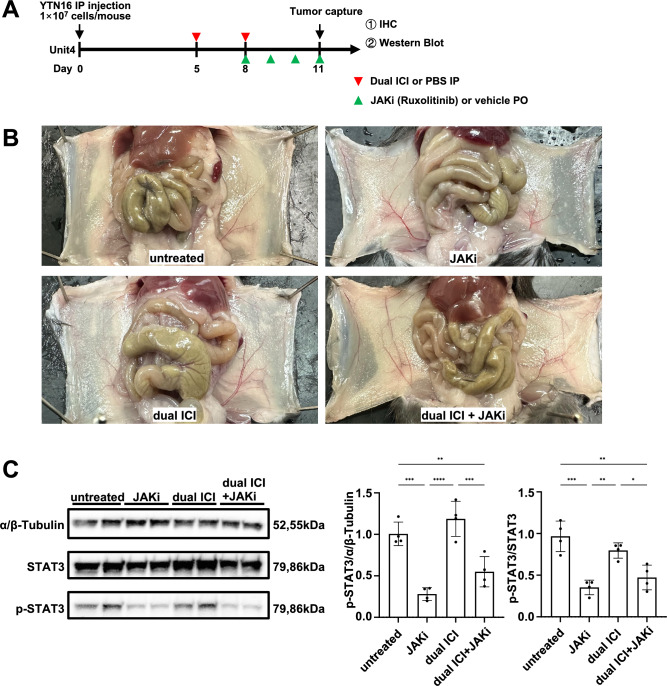
Ruxolitinib inhibited the activation of the JAK-STAT3 pathway in both JAKi and dual ICI + JAKi group. **A** Treatment timeline in female C57BL/6 J GC peritoneal dissemination model. **B** Representative macroscopic images of peritoneal dissemination of mice on day 11. The extent of peritoneal dissemination was consistent across all groups. **C** Western blot analysis and quantification of p-STAT3 protein bands following JAKi administration. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, one-way ANOVA with Tukey’s multiple comparisons test

**Fig. 7:**
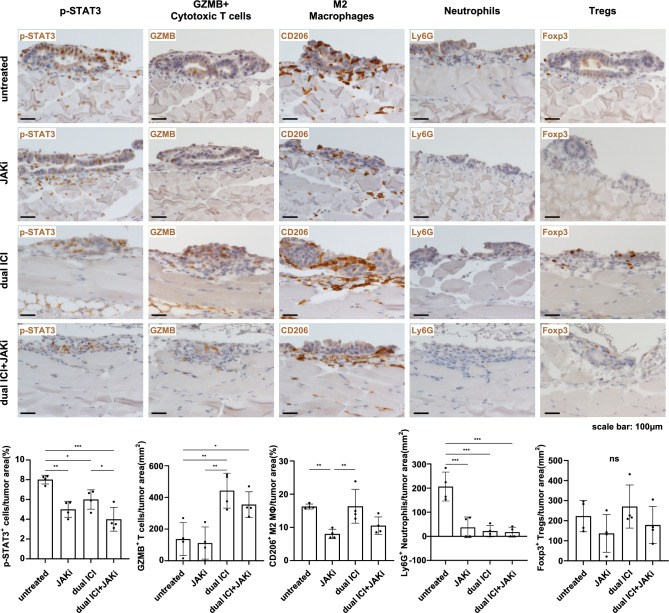
Dual ICI in combination with JAKi reshaped the immunosuppressive microenvironment. Representative images of IHC staining of p-STAT3, cytotoxic T cells, M2 macrophages, neutrophils, and Tregs on day 11. Scale bar: 100 μm; *p < 0.05, **p < 0.01, ***p < 0.001, one-way ANOVA with Tukey’s multiple comparisons test. *ns* not significant, Kruskal–Wallis test with Dunn’s multiple comparison

## Discussion

While ICIs have demonstrated promising results in some clinical trials for GC [9, 16], it is crucial to underscore that their effectiveness is less favorable when GC is accompanied by peritoneal dissemination [12]. Our research indicated that dual ICI treatment, combining anti-PD1 and anti-CTLA4, demonstrated superior treatment outcomes in peritoneal dissemination of GC compared to monotherapy. Nevertheless, approximately half of the mice still exhibited resistance to dual ICI, highlighting that, despite a substantial CD8 + T cell infiltration induced by dual ICI treatment, some tumors remained resistant. Furthermore, we found that dual ICI treatment also led to the overexpression of multiple immune checkpoint molecules, gradually transforming cytotoxic T cells into exhausted T cells. This concurrent formation of an immunosuppressive TME, a critical mechanism used by tumors to evade the immune system, significantly affected the efficacy of dual ICI. With an increasing number of therapeutic drugs targeting immune checkpoints being developed, the concurrent rise in side effects and the significant financial burden associated with combination therapies create challenges and complexities in the selection of treatment approaches. Similarly, therapeutic strategies targeting neutrophils, macrophages, or Tregs have also demonstrated potential effectiveness. Nevertheless, it is essential to acknowledge the intricate interplay and regulation among various cell types within the immunosuppressive TME, which poses a complex challenge [17, 18]. Anti-CTLA4 treatment was initially postulated to rejuvenate dysfunctional T cells. However, in mouse models, its anti-tumor effects have been shown to depend on the depletion of Tregs within the TME through Fcγ receptor-mediated antibody-dependent cellular cytotoxicity (ADCC) [19]. Nonetheless, there have been reports of a lack of depletion of FOXP3 + Tregs in human tumors [20].

In Nagaoka et al.’s research based on the YTN16 subcutaneous tumor model, anti-CTLA4 mAb monotherapy effectively eradicated more than 80% of the tumors. Moreover, this robust anti-tumor effect was nullified when anti-CD8 mAb was concurrently administered [15, 21]. In our study, the use of anti-CTLA4 monotherapy did not achieve the same efficacy, and there was no notable reduction in Tregs, which may be related to the specificity of the TME in peritoneum dissemination model and the lack of substantial changes in NK cells following ICI treatment. In fact, our study found that the strong anti-tumor effect of ICI, which relies on CD8 + T cells, was canceled after the application of anti-CD8 antibodies. Ueha S. et al. reported that in subcutaneous tumor models (B16F10, Colon 26, or Lewis lung carcinoma), treatment with the anti-CD4 mAb alone demonstrated robust anti-tumor effects that exceeded those elicited by CD25 + Treg depletion or other ICI monotherapies. Combining the anti-CD4 mAb with anti-PD1 or anti-PDL1 mAbs significantly enhanced treatment efficacy [22]. While in our YTN16 peritoneal dissemination model, the combination of anti-CD4 mAb with dual ICI effectively depleted Tregs, leading to a substantial influx of CD8 + T cells into the tumor, the tumor still showed no improvement. Single-cell level studies have revealed the existence of multiple Treg subtypes, each fulfilling intricate roles within the TME. Focusing solely on targeting a specific cell type may not yield the anticipated outcomes [23, 24]. Therefore, further investigation into the mechanisms governing the interactions among these cells is imperative for a comprehensive understanding.

We initially focused on the JAK-STAT pathway due to its consistent presence in all enrichment pathways based on the RNA-seq results we conducted. The activation of the JAK-STAT signaling pathway is believed to promote the development and progression of various inflammatory diseases, hematologic malignancies, solid tumors, and autoimmune disorders. It holds a pivotal position in activating transcriptional programs in response to a variety of soluble mediators including cytokines, growth factors, IFNs, ILs, and colony-stimulating factors [25]. The JAK1/2-selective inhibitor Ruxolitinib has received FDA approval for treating myelofibrosis, polycythemia vera, graft versus host disease, atopic dermatitis, and vitiligo. It has demonstrated the ability to reduce STAT3 activation in preclinical models of several solid tumors [26–28]. IFN signaling through the JAK-STAT family is well known for its roles in immune stimulation and promoting anti-tumor immunity. However, the dual nature of IFN’s functions manifests over time, especially in the context of chronic inflammation. Prolonged IFN signaling, coupled with persistent antigen exposure, can lead to chronic inflammation and promote inflammation-mediated tumor development. This highlights the potential immunosuppressive functions of IFNs, which govern a complex resistance program to ICI treatment [29–31]. In the early stage of GC peritoneal dissemination mouse models treated with dual ICI, the significant increase in IFN-gamma expression exerted potent anti-tumor effects. However, as IFN signaling persisted, the gradual expression of multiple inhibitory immune checkpoints occurred, leading to the transformation of cytotoxic T cells into exhausted T cells. Furthermore, we observed significant alterations in multiple factors following dual ICI treatment. Key factors such as IL-1β, IL-6, and IL-13 emerged as pivotal players in TME inflammation activation. Moreover, the dynamics of chemokine receptors, such as CCR2, CCR5, and CXCR2, are crucial in coordinating the recruitment and modulation of various immune cell subsets, including neutrophils, macrophages, and Tregs. The intricate interplay fosters the development of an immunosuppressive TME.

The concurrent activation of anti-tumor immune signaling pathways and the JAK-STAT3 pathway suggested a complex regulatory interplay that contributed to tumor resistance against ICI treatment. It is known that IL-6-induced STAT3 activation promotes cell survival, tumor EMT in vitro [32, 33], and is associated with elevated p-STAT3 levels in GC tissues [34]. In Zak J. et al.’s study on JAK1-/- and JAK2-/- MC38 tumor-bearing B6 mice, monocytes showed significantly higher levels of MHC-II transcript and protein in tumors treated with dual ICI + JAKi compared to those treated with dual ICI alone. These results suggested that while JAK1/2 deficiency altered the tumor-immune properties of syngeneic tumors, Ruxolitinib’s immunomodulatory effect was at least partially independent of tumor cell-intrinsic JAK signaling [35]. While inhibiting the excessive activation of the JAK-STAT pathway, whether directly hindering tumor proliferation or modulating tumor immunity, can offer therapeutic benefits, the broader utilization of JAK inhibitors in cancer treatment has faced challenges due to their immunosuppressive characteristics [36]. Given the crucial involvement of JAK-STAT signaling in antigen presentation and T cell recruitment, completely inhibiting JAK1/2 activity is unlikely to enhance anti-tumor immunity or the response to ICI treatment. Therefore, optimal dosing of JAK inhibitors is likely pivotal for their success in cancer immunotherapy [37, 38]. Our results suggested that 30 mg/kg of JAKi administration, instead of suppressing crucial anti-tumor immunity, synergized with dual ICI treatment to reshape the immunosuppressive TME by attenuating excessive inflammatory response and reducing infiltration of tumor-associated neutrophils and macrophages. Mathew, et al. reported that an early response to anti-PD1 treatment was associated with a low baseline level of inflammation, followed by the induction of high and persistent inflammatory features, as well as discordant cytokine signaling. The addition of JAKi induced a more modest and limited increase in cytokine signaling [31]. Simultaneously, it rescued the phenotype of exhausted CD8 + T cells, as observed in mouse models of colon cancer, T cell lymphoma, lung cancer, and pancreatic cancer [31, 35, 39, 40]. Collectively, our findings highlight the potential of JAK inhibitors as valuable components in combination with ICI therapies to overcome ICI resistance, offering new strategies to enhance anti-tumor responses without compromising crucial immune functions, and emphasizing the importance of understanding the complex interplay between immune signaling pathways in cancer treatment. The optimal timing and duration of JAKi and ICI administration, along with the identification of markers distinguishing responders to dual ICI alone from those requiring JAKi, warrant further investigation in future studies.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

RNA sequence is available at NCBI GEO site accession number GSE250238. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE250238

# Supplementary material for: Janus kinase inhibitor overcomes resistance to immune checkpoint inhibitor treatment in peritoneal dissemination of gastric cancer in C57BL/6 J mice
**Source:** Gastric Cancer. 2024 May 28;27(5):971–85. doi: 10.1007/s10120-024-01514-5
**Supplement:** Supplementary file 1 — Supplementary file1

Article title: Janus kinase inhibitor overcomes resistance to immune checkpoint inhibitor treatment in peritoneal dissemination of gastric cancer in C57BL/6 J mice.

Journal: *Gastric Cancer*

Authors: Wan-Ying Du, Hiroki Masuda, Koji Nagaoka, Tomohiko Yasuda, Komei Kuge, Yasuyuki Seto, Kazuhiro Kakimi & Sachiyo Nomura

#### Supplementary Materials

- Graphical Abstract
- Methods
- Supplementary Figures 1-6
- Supplementary Tables 1-2

**① Gastric cancer  
peritoneal dissemination  
mouse model**

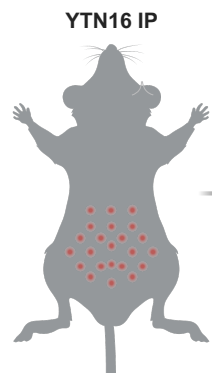

**② Dual ICI treatment**

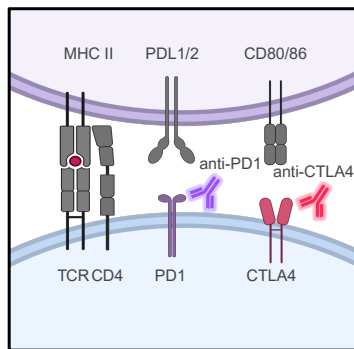

**③ CD8+ T cells infiltration into  
the tumor microenvironment**

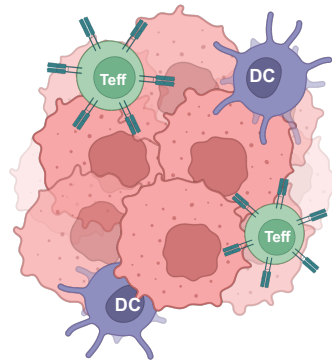

**④a Continuous activation of anti-tumor  
immune response**

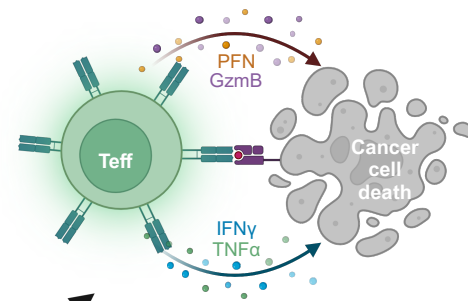

**⑤a Tumor elimination  
improves outcomes**

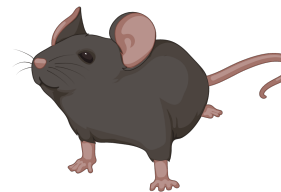

**④b Formation of immunosuppressive  
microenvironment**

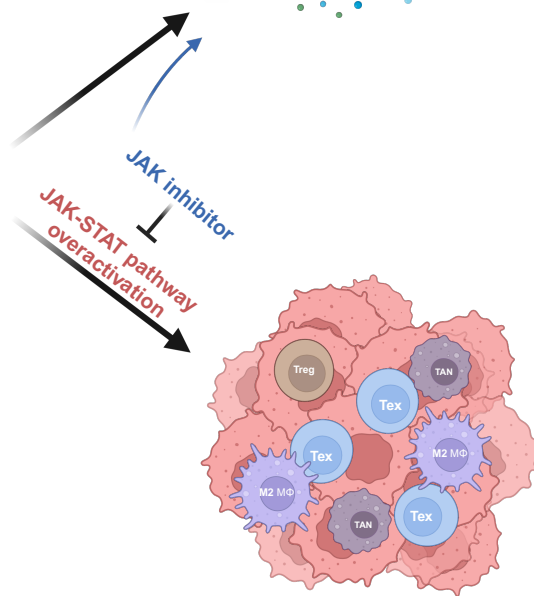

**⑤b Tumor progression  
leads to death**

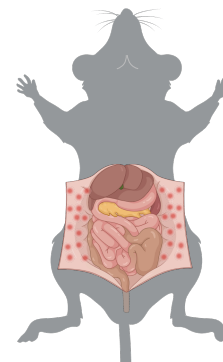

## **Methods**

### **Mouse model of peritoneal dissemination**

YTN16 is a transplantable GC cell line in immunocompetent mice and is maintained in high-glucose Dulbecco's modified Eagle medium (DMEM, Sigma-Aldrich Japan, Japan) with supplements[13, 14].

The experiment was organized into 4 units, with female C57BL/6J mice (5-6-week-old, The Jackson Laboratory) were randomly divided into groups (supplementary Fig. 1A). Mice were kept in plastic cages with hardwood chips in an air-conditioned room with a 12 hour light-12 hour dark cycle and were given basal diet (CMF, Oriental Yeast Co., Tokyo, Japan) and water ad libitum. To establish peritoneal dissemination models, each mouse was intraperitoneally (IP) injected with  $1 \times 10^7$  YTN16 cells in 500 $\mu$ l Hanks' Balanced Salt Solution (HBSS, Invitrogen Corporation) on day 0. All animal studies were conducted in accordance with the ARRIVE guideline and approved by The University of Tokyo Animal Care and Use Committee (P20-091), ensuring compliance with institutional guidelines.

### **Reagents and treatment protocols**

For blocking immune checkpoint signaling, anti-PD1(10mg/kg) and/or CTLA-4(5mg/kg) mAbs, prepared in Phosphate Buffered Saline (PBS), were IP injected according to distinct timelines as illustrated in the respective figures (Figs. 1A, 2A, 5A, 6A), mice in the untreated control group were IP injected with PBS. For depletion of CD4<sup>+</sup> or CD8<sup>+</sup> T cells, anti-CD4 (10mg/kg) or CD8 (10mg/kg) mAbs were IP injected into the tumor bearing mice on days 4, 7 and 11. At 11, 21, and 35 days, mice were euthanized for subsequent analyses. For blocking of the JAK-STAT pathway, Ruxolitinib (LC Laboratories, Woburn, MA, USA) was dissolved in Dimethyl sulfoxide at 200mg/mL as a stock solution and further diluted in water containing 0.5% methylcellulose (w/v) and 0.1% Tween 80, then orally administered at a dose of 30mg/kg daily from day 8 post YTN16 cells implantation (Figs. 5A, 6A).

### **Flow cytometry**

Briefly, peritoneal exudate cells were obtained by washing the abdominal cavity twice with pre-chilled PBS (5 mL each time), and peritoneally disseminated tumor

cells were derived from minced peritoneal tumor tissue. Both cell types were then incubated in RPMI-1640 (Nacalai Tesque, Japan) supplemented with 1% FBS, 10 mM HEPES, 0.2% collagenase (FUJIFILM Wako Pure Chemical Corporation, Osaka, Japan) and 2 KU/mL DNase I (Sigma-Aldrich, St. Louis, Missouri, USA) at 37°C for 40 min. All material was passed through a 70 µm cell strainer to obtain single cell suspensions. After staining dead cells using the Zombie Yellow Fixable Viability Kit (BioLegend) and blocking of Fc receptors with anti-CD16/32 mAb (2.4G2, Bio X Cell), the cells were stained with the fluorescently conjugated mAbs for cell surface antigens. Stained cells were acquired on a CytoFLEX S flow cytometer (Beckman Coulter, Atlanta, Georgia, USA) and analyzed using FlowJo software V.10.6.2 (BD Biosciences).

### **Bulk RNA-sequence**

Total RNA was extracted from the stripped peritoneum with or without disseminated nodules, using ISOGEN (Nippon Gene Co., Ltd., Japan) according to the manufacturer's protocols. For analysis by RNA-sequence (RNA-seq), we ensured that RNA integrity was confirmed by Tape Station software, with the RNA integrity (RIN) score > 8 (Agilent Technologies). Library preparation and sequencing (150 bp, paired-end reads) was performed as Illumina HiSeq standard protocols. The sequence reads were aligned to the mm10 reference genome using STAR V.2.5.2b. Mapped reads were counted by HTSeq V.0.6.1. Raw counts were normalized and differentially expressed genes (DEGs) were calculated using R software version 4.1.1 with DESeq2 and dplyr packages. For downstream analyses, we used STRING version 11.5 (<https://www.string-db.org/>), gene set enrichment analysis (GSEA, V.4.2.1) and TIMER2.0 platform (<http://timer.cistrome.org/>). The murine Microenvironment Cell Populations counter (mMCP-counter) algorithm was employed to estimate the relative abundance of different immune cell types within individual samples, enabling cross-sample comparisons. Additionally, we used the Cell-type Identification By Estimating Relative Subsets Of RNA Transcripts (CIBERSORT) algorithm to assess the relative proportions of various immune cell types within each individual sample. While CIBERSORT focuses on estimating immune cell proportions within individual samples,

mMCP-counter facilitates horizontal comparisons of immune cell composition across different samples. We used the OmicStudio tools (<https://www.omicstudio.cn/tool>) for visualization purposes, including the generation of heatmaps, volcano plots and bubble plots.

### **Immunohistochemistry staining and quantification**

For immunohistochemistry, 4 $\mu$ m paraffin sections were deparaffinized, rehydrated, and antigen-retrieved using Immunosaver (Nishin EM, Tokyo, Japan) in a microwave. Sections were then treated with 3% H<sub>2</sub>O<sub>2</sub>/methanol to quench endogenous peroxidase activity and blocked with serum. Overnight incubation with primary antibodies (CD8 $\alpha$ , Granzyme B, TBR2/Eomes, Foxp3, CD68, Ly6G, CD206, and p-STAT3; supplementary Table 1) was followed by visualization using VECTASTAIN Elite ABC HRP Kit and DAB Substrate Solution (VECTOR). Nuclei were stained with hematoxylin. The quantitative results of immunohistochemical staining for CD8, GZMB, Ly6G, Foxp3 were represented as the number of positive cells per tumor area. However, for CD68, CD206, and p-STAT3, counting was challenging due to the high number of stained cells, which could overlap. Therefore, we opted to express these results as the ratio of positive area to tumor area. Both counting methods were analyzed using ImageJ software across five high-power fields per sample.

### **Western Blotting**

The samples were homogenized in T-PER (#78510, Thermo Fisher Scientific) with Protease and Phosphatase inhibitor (#78442, Thermo Fisher Scientific), and total protein concentration was determined using BCA protein assays (#23228, Thermo Fisher Scientific). Proteins (33 $\mu$ g per well) were loaded on 10% Mini-PROTEAN® TGX™ Precast Gels (#456-1035, BIO-RAD) and transblotted onto polyvinylidene fluoride membranes (Immobilon-P, Merck Millipore Ltd.). After blocking in 5% Skim Milk, membranes were incubated with primary antibodies ( $\alpha/\beta$ -Tubulin, STAT3, p-STAT3; supplementary Table 1) and then with secondary antibodies. Detection was done using Trident femto-ECL Western Blotting Substrate (GTX14689, GeneTex) and imaged with MYECL Imager (Thermo Fisher Scientific). Band intensities were quantified using ImageJ software (NIH) after repeating the experiments 3 times.

### **Statistical analysis**

For parametric data, the means among three or more groups were compared using one-way ANOVA followed by Tukey's multiple comparisons test. For non-parametric data or when the assumptions of normality and homogeneity of variances were not met, the Kruskal-Wallis test was used, followed by Dunn's multiple comparison test for post hoc analysis. All statistical analyses were performed using R software (version 4.1.1, R Foundation for Statistical Computing, Vienna, Austria) or Prism software version 9.0.0 (GraphPad Software, LLC, San Diego, CA, USA) at a significance level of  $\alpha=0.05$ . The data are presented as mean  $\pm$  standard deviation (SD).

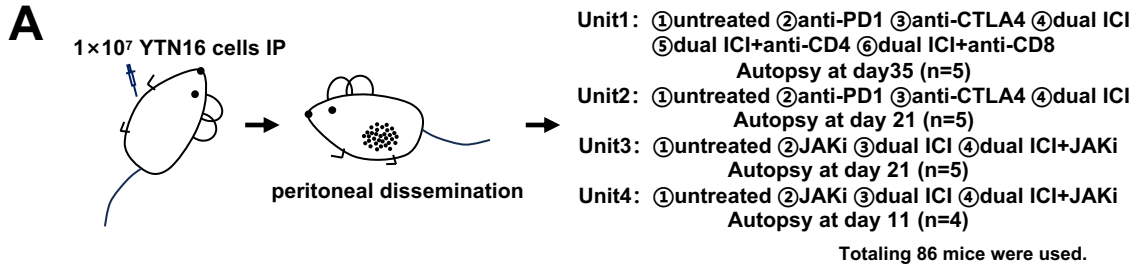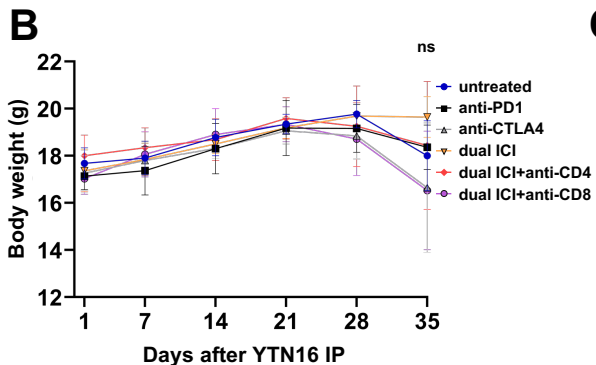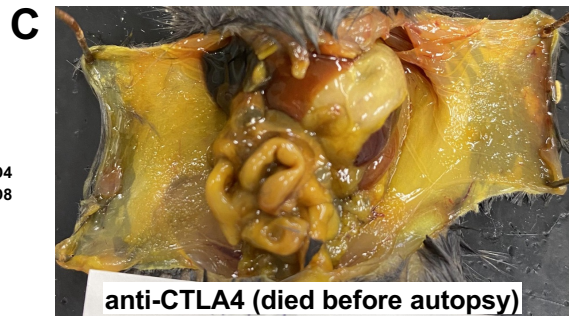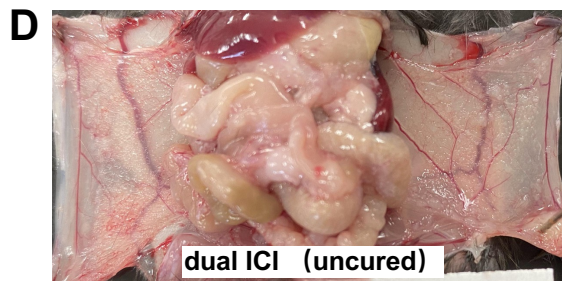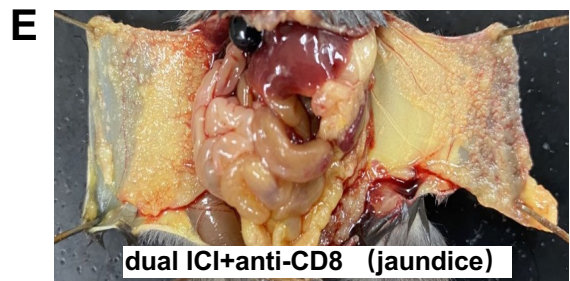

**Supplementary Fig. 1** **A** Schematic diagram of mouse treatment grouping. **B** Changes in body weight of mice during treatment. **C** Macroscopic image of the mouse that died before autopsy in the anti-CTLA4 group. **D, E** Representative macroscopic images of peritoneal dissemination of mice in the dual ICI-uncured group and in the dual ICI+anti-CD8 group (jaundice). ns: not significant, one-way ANOVA with Tukey's multiple comparisons test

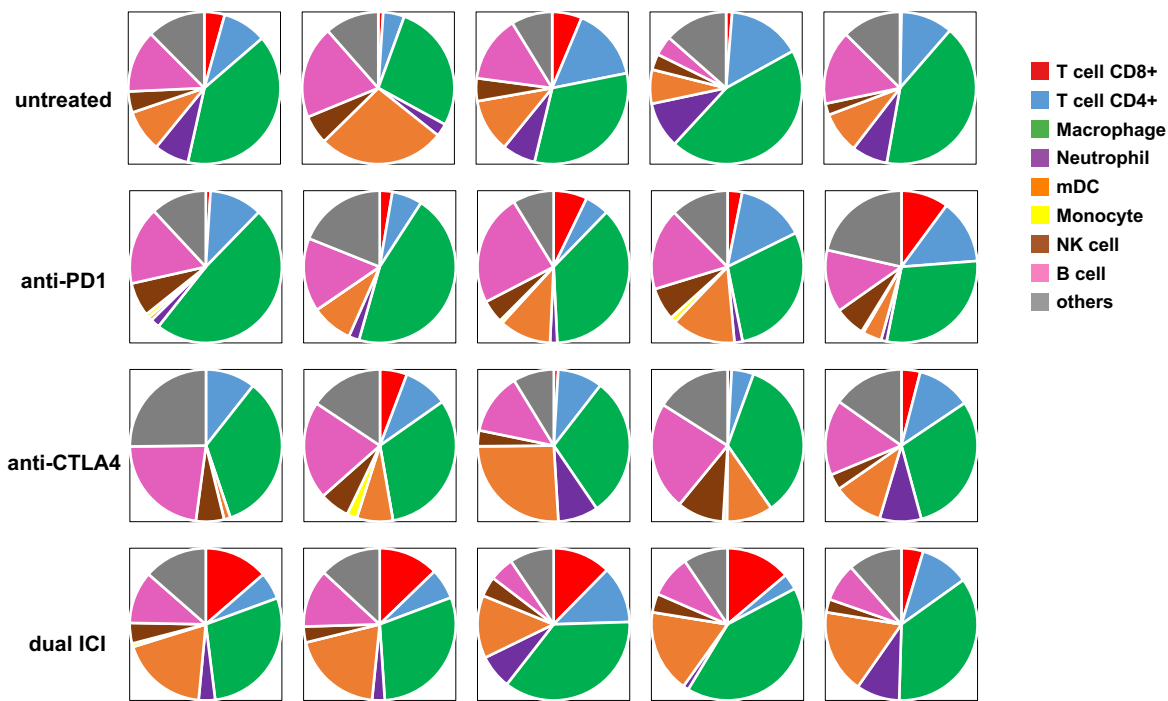

**Supplementary Fig. 3** A pie chart format depicted the immune cell composition 3 weeks after treatment, as analyzed using CIBERSORT. The dual ICI treatment group exhibited an increased relative proportion of CD8+ T cells, whereas in the untreated group, neutrophils accounted for a higher proportion. CIBERSORT: Cell-type Identification By Estimating Relative Subsets Of RNA Transcripts (A specialized computational method for identifying and estimating the relative proportions of different cell types within complex tissues or cell mixtures)

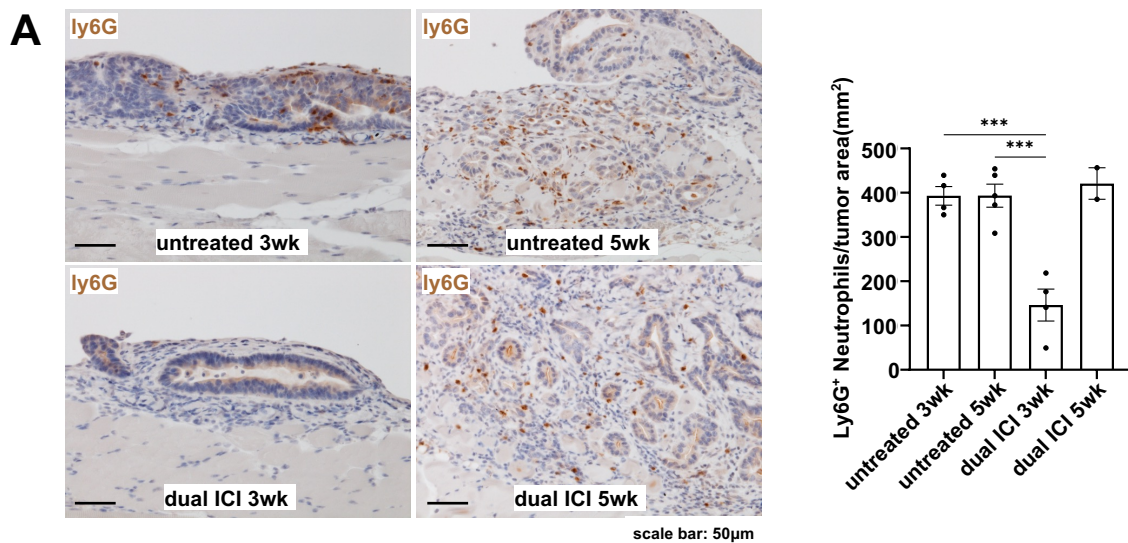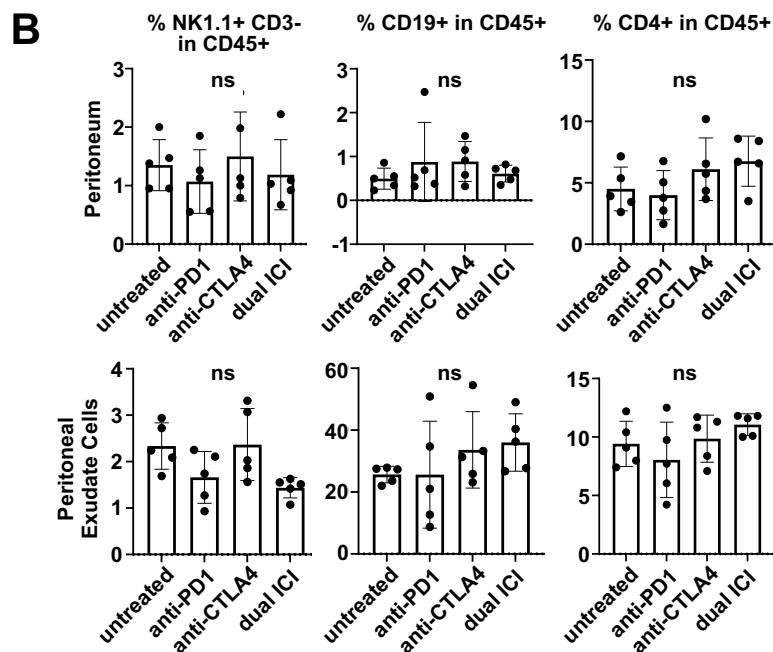

**Supplementary Fig. 4** **A** Representative images of quantification of IHC staining of Ly6G<sup>+</sup> Neutrophils at both early (3wk) and late (5wk) time points in the untreated and dual ICI treatment group. The Dual ICI treatment group exhibited significantly lower neutrophil infiltration at the early-stage. Scale bar: 50µm; \*\*\* $p < 0.001$ , one-way ANOVA with Tukey's multiple comparisons test. **B** FACS was performed on peritoneal tumor and peritoneal exudate cells at the early time point (3wk). There were no significant differences observed in the quantity of NK cells, B cells, and CD4<sup>+</sup> T cells among the groups. ns: not significant, Kruskal-Wallis test with Dunn's multiple comparison

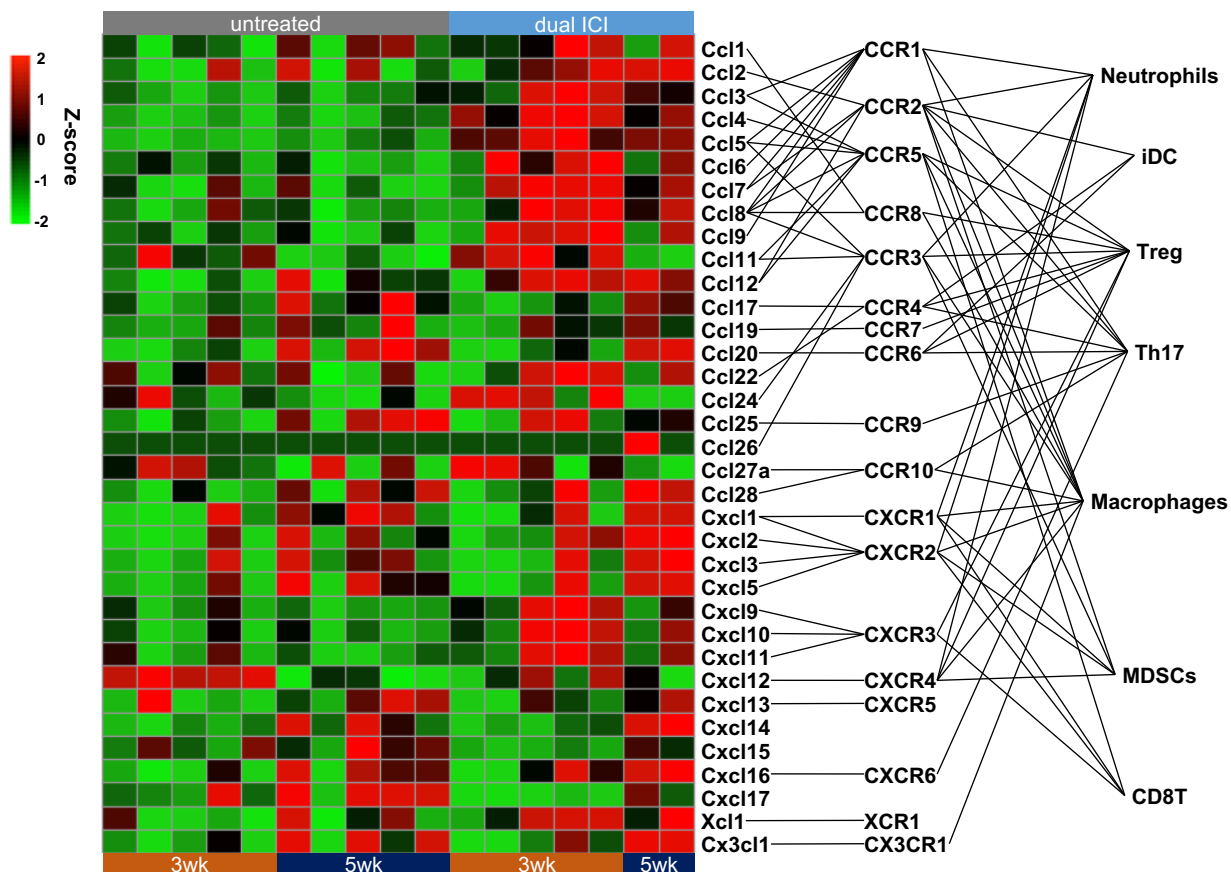

**Supplementary Fig. 5** Heatmap of chemokine expression at both early (3wk) and late (5wk) time points in the untreated and dual ICI treatment group

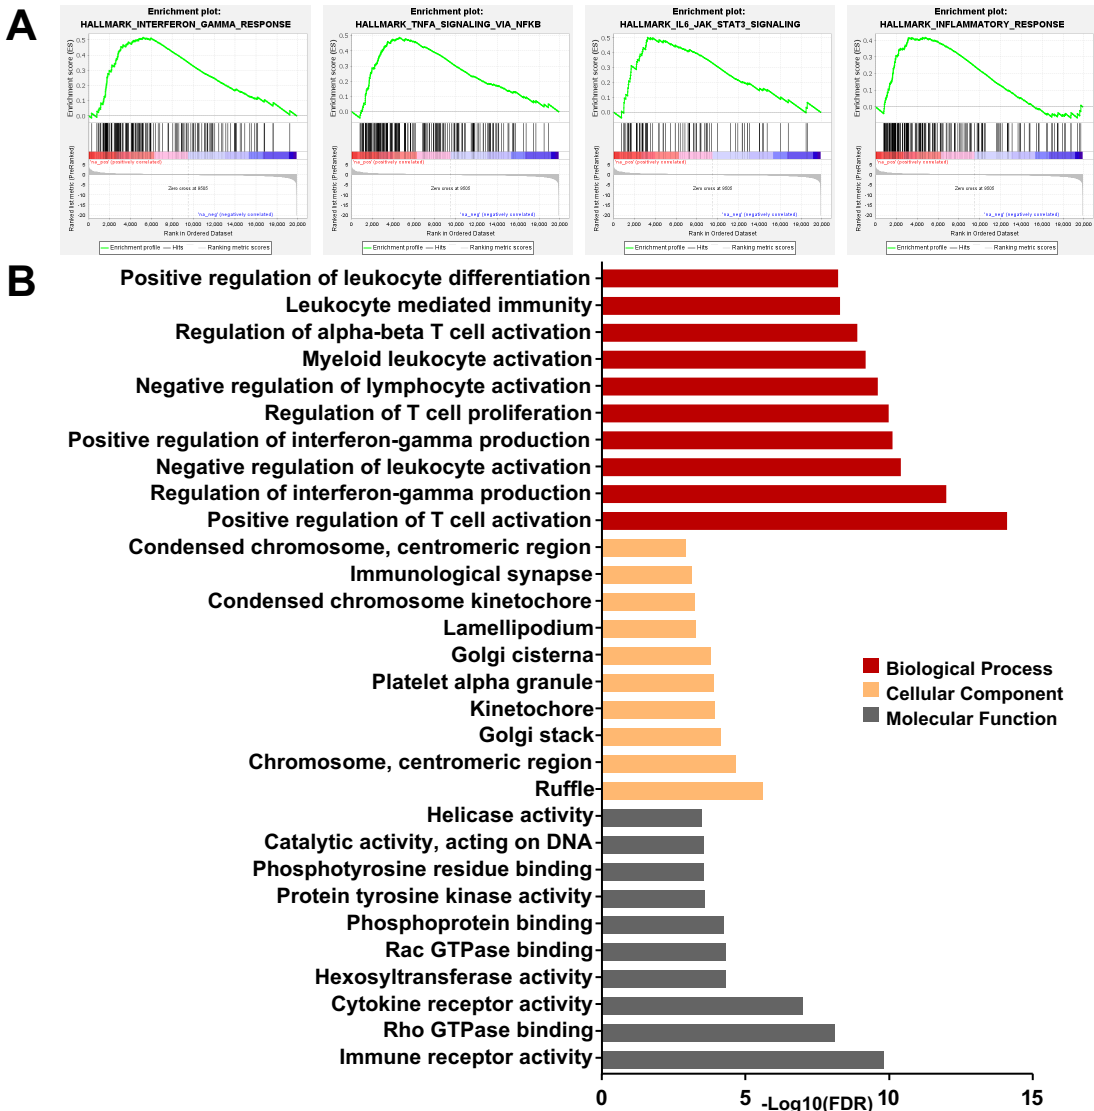

**Supplementary Fig. 6 A** The GSEA enrichment plot illustrated the enrichment scores of various gene sets across the ranked list of genes. The x-axis represents the genes, ordered based on their expression differences between the dual ICI-uncured group and the untreated group. The y-axis displays the enrichment score, indicating the degree of enrichment for each gene set at different points along the ranked list. The clustering of black vertical lines indicated the positioning of pre-ranked genes within specific gene sets. The pronounced clustering observed in the red region signified the enrichment of these gene sets in the dual ICI-uncured group, highlighting their potential relevance to the observed resistance phenomenon. Conversely, a significant clustering in the blue region denoted enrichment in the untreated group. **B** A barplot displays the results of GO enrichment analysis for the categories of Biological Process, Cellular Component, and Molecular Function in dual ICI-uncured mice compared to untreated mice

**Supplementary Table 1: List of Antibodies Used**

| Antibody          | Brand                                                      | Clone Number | Catalog Number | Dilution or Dosage | Application                           |
|-------------------|------------------------------------------------------------|--------------|----------------|--------------------|---------------------------------------|
| CD8α              | Cell Signaling Technology<br>(Danvers, Massachusetts, USA) | D4W2Z        | #98941         | 1:200              | Immunohistochemistry                  |
| Granzyme B (GZMB) | Cell Signaling Technology                                  | E5V2L        | #44153         | 1:200              | Immunohistochemistry                  |
| TBR2/Eomes        | Abcam(Cambridge, Massachusetts, USA)                       | EPR19012     | #ab183991      | 1:800              | Immunohistochemistry                  |
| Foxp3             | Cell Signaling Technology                                  | D6O8R        | #12653         | 1:2000             | Immunohistochemistry                  |
| CD68              | Cell Signaling Technology                                  | E3O7V        | #97778         | 1:6000             | Immunohistochemistry                  |
| Ly6G              | Cell Signaling Technology                                  | E6Z1T        | #87048         | 1:400              | Immunohistochemistry                  |
| CD206             | Cell Signaling Technology                                  | E6T5J        | #24595         | 1:800              | Immunohistochemistry                  |
| p-STAT3           | Cell Signaling Technology                                  | D3A7         | #9145          | 1:600              | Immunohistochemistry                  |
| α/β-Tubulin       | Cell Signaling Technology                                  | Polyclonal   | #2148          | 1/2000             | Western blotting                      |
| STAT3             | Cell Signaling Technology                                  | D1B2J        | #30835         | 1/4000             | Western blotting                      |
| p-STAT3           | Cell Signaling Technology                                  | D3A7         | #9145          | 1/2000             | Western blotting                      |
| PD-1              | BioXcell (Lebanon, New Hampshire, USA)                     | RMP1-14      | #BE0146        | 10mg/kg            | Immune Checkpoint Inhibitor Treatment |
| CTLA-4            | BioXcell                                                   | 9H10         | #BE0131        | 5mg/kg             | Immune Checkpoint Inhibitor Treatment |
| CD4               | BioXcell                                                   | GK1.5        | #BP0003-1      | 10mg/kg            | Cell Depletion                        |
| CD8α              | BioXcell                                                   | 53-6.7       | #BE0004-1      | 10mg/kg            | Cell Depletion                        |

**Supplementary Table 2:enrichment.NetworkNeighborAL**

| #term ID | term description                                                                                                                       | observed<br>gene count | background<br>gene count | strength | false<br>discovery<br>rate | matching proteins in your network<br>(labels)     |
|----------|----------------------------------------------------------------------------------------------------------------------------------------|------------------------|--------------------------|----------|----------------------------|---------------------------------------------------|
| CL:16871 | Mixed, incl. Apoptosis, and Toll/interleukin-1 receptor homology (TIR) domain                                                          | 8                      | 150                      | 1.31     | 3.92E-05                   | Tnf,Il1r1,Il1b,Tnfrsf1a,Tnfsf13b,Casp3,Nfkb2,Bcl2 |
| CL:16872 | Mixed, incl. NF-kappa B signaling pathway, and TIR domain                                                                              | 6                      | 96                       | 1.38     | 0.00045                    | Tnf,Il1r1,Il1b,Tnfrsf1a,Tnfsf13b,Nfkb2            |
| CL:25377 | Dissolution of Fibrin Clot, and Extrinsic Pathway of Fibrin Clot Formation                                                             | 4                      | 19                       | 1.9      | 0.00045                    | Plaur,F3,Serpine1,Proc                            |
| CL:16875 | Mixed, incl. TNF receptor superfamily (TNFSF) members mediating non-canonical NF-kB pathway, and RIP-mediated NFkB activation via ZBP1 | 4                      | 38                       | 1.6      | 0.0036                     | Tnf,Tnfrsf1a,Tnfsf13b,Nfkb2                       |
| CL:16913 | TNF receptor superfamily (TNFSF) members mediating non-canonical NF-kB pathway, and Tumor necrosis factor receptor 13C/17              | 3                      | 19                       | 1.78     | 0.0155                     | Tnf,Tnfrsf1a,Tnfsf13b                             |
| CL:11897 | Mixed, incl. PI5P, PP2A and IER3 Regulate PI3K/AKT Signaling, and RET signaling                                                        | 5                      | 150                      | 1.1      | 0.0239                     | Fgfr4,Flt3,ErbB2,Met,Fgfr2                        |
| CL:12045 | FGFR2 ligand binding and activation, and betaKlotho-mediated ligand binding                                                            | 3                      | 26                       | 1.64     | 0.0242                     | Fgfr4,Flt3,Fgfr2                                  |
| CL:16572 | JAK-STAT signaling pathway                                                                                                             | 4                      | 81                       | 1.27     | 0.0256                     | Kit,Il6,Il2rb,Csf3r                               |
| CL:11899 | Mixed, incl. IGF1R signaling cascade, and vascular endothelial growth factor signaling pathway                                         | 4                      | 99                       | 1.19     | 0.0457                     | Fgfr4,Flt3,Met,Fgfr2                              |
| CL:16918 | Tumor necrosis factor binding, and fractalkine production                                                                              | 2                      | 5                        | 2.18     | 0.0457                     | Tnf,Tnfrsf1a                                      |
| CL:17031 | Fever generation, and positive regulation of interleukin-1-mediated signaling pathway                                                  | 2                      | 5                        | 2.18     | 0.0457                     | Il1r1,Il1b                                        |
| CL:25381 | Dissolution of Fibrin Clot                                                                                                             | 2                      | 5                        | 2.18     | 0.0457                     | Plaur,Serpine1                                    |
| CL:8093  | Mixed, incl. Grb2-Sos complex, and Protein kinase C, delta                                                                             | 2                      | 5                        | 2.18     | 0.0457                     | Src,Prkcd                                         |

How the deposited data were processed for this re-analysis (not part of the article)

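The data were RNA-seq libraries of 29 mice in 7 groups from the peritoneal dissemination model of YTN16 gastric cancer. At 3wk there were 5 untreated and 5 dual ICI mice. At 5wk there were 5 untreated, 5 anti-PD1, 4 anti-CTLA4, 2 dual ICI-uncured and 3 dual ICI-cured mice. The condition of each library was taken from its label, and the numbers of the dual ICI libraries at 5wk were taken as the mouse numbers of Fig. 1C, which set apart the uncured and the cured mice. The other experiments of the paper (IHC, FACS and the treatment with the JAK inhibitor) were not analysed here.

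The authors extracted RNA, sequenced paired-end reads of 150 bp, aligned them to mm10 with STAR 2.5.2b and counted reads per gene with HTSeq 0.6.1. The deposited values are raw counts per gene and library, listed by gene symbol, without normalization; the authors used DESeq2 for their own comparisons. The table has 24421 genes, of which 20929 had at least 1 count, and 0 of its rows lack a gene name. Library totals lay between 25989217 and 31219650 counts. Gene positions were taken from GENCODE vM21 on GRCm38 by symbol, which matched 23376 of the 24421 symbols (95.7%). The annotation and strand setting of the authors' counting are not stated in the paper's text or supplementary methods, so counts of overlapping genes, antisense genes and members of gene families (such as H2-Q2, H2-Eb2, Ly6c2 and Cd8b1) are uncertain where reads could have been shared.

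From these counts, log2 fold changes, standard errors and p-values were computed with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr by group, glmQLFit and glmQLFTest, two-sided, Benjamini-Hochberg adjustment, adjusted p under 0.05). Only the groups compared entered a fit. The threshold drawn in Fig. 1D (unadjusted p under 0.05 and fold change over 2) was counted beside it. The comparisons were dual ICI with untreated mice at 3wk and at 5wk, the uncured mice with untreated mice at 5wk and with dual ICI mice at 3wk, each monotherapy with untreated mice, each of the 4 other groups at 5wk with the cured mice, and the interaction of dual ICI with time. The interaction took only the uncured mice as the dual ICI group at 5wk. CPM values use TMM-scaled library sizes over all 29 libraries. A gene whose libraries in a group all hold 3 counts or fewer was treated as at the floor, and its fold change was given as a bound.

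Lists of genes were written by hand: 6 lists of genes the paper names or shows, 10 pathway lists that stand in for the MSigDB and KEGG sets, and 18 marker lists that stand in for the mMCP-counter and CIBERSORT signatures. The marker lists are T cell, CD8 T cell, neutrophil, macrophage, regulatory T cell, NK cell, B cell, fibroblast, endothelial, exhaustion, skeletal muscle, gastric epithelium, mesothelium, adipocyte, liver, exocrine pancreas, Y-linked and female X inactivation. A list's score in a mouse was the mean log2 CPM of its genes with a prior count of 2, and groups were compared with exact two-sided permutation tests in scipy 1.17.1. Lists were tested gene by gene with camera from limma 3.58.1 at its preset correlation of 0.01, with fry, camera with an estimated correlation and fgsea 1.28.0 (10000 permutations) as alternatives. Correlations across mice were tested with 100000 permutations, or by enumeration with 8 mice. The genes named singly in the text were chosen by a rule: the genes the paper names for its RNA-seq data or stains as proteins, and the 5 genes with the largest log2 fold change in each direction per comparison among those with an adjusted p under 0.05 whose groups did not overlap.

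The tests were tested on simulated data drawn from the means and totals of the real libraries, with 200 genes changed 4-fold. In the design of 5 mice against 5, edgeR recovered 195 of them (97.5%) with 7 false calls, and in the design of 2 against 5 it recovered 179 (89.5%) with 11 false calls. Camera gave a p of 5.01e-54 for a list that was shifted and 0.738 for one that was not. The changed genes were taken from those with higher mean counts, so the recovery does not extend to genes with few counts. All genes were drawn independently, so the check cannot show how camera behaves where the genes of a list vary together.

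The gene lists, the rule for named genes and the following alternatives were set before the data were examined: DESeq2 1.42.0 in place of edgeR, upper-quartile normalization, no filter on low counts, at least 10 counts in every library, leaving out the skeletal muscle genes, a fit of all 29 libraries, the replicate number as a block, each mouse left out in turn (in the gene fits of the 2 uncured mice, only the mice of the other group), a prior count of 0.5, the median over a list, and the other list tests. Alternatives added after seeing the data were the skeletal muscle or gastric epithelium score as a covariate, DESeq2 with each untreated mouse at 5wk left out, thinning all libraries to the smallest total of 25989217 counts, and leaving out single mice in the overlap of the comparisons with cured mice. Each library came from a separate mouse, so the SD between replicates holds counting error together with biological and handling differences, which were not told apart. Figures were drawn with matplotlib 3.10.9 and tables handled with pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15.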

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

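The tests in the paragraphs that follow (thinning of the libraries, the share of a list's genes at one end, the comparison with tissue of cured mice, and the covariates) were chosen only after the results were seen, apart from the count of other splits of the mice at 3wk. For each of 16 list scores and for the total counts, the highest or lowest mouse of each of the 5 groups with 4 or 5 mice was compared with the others by Dixon's gap ratio. Of these 85 values, 9 had a mouse beyond the critical value, where about 4.25 are given by chance. The scores are not independent of each other, so a mouse with an unusual mixture of tissues counts several times.

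Anti-PD1 mouse 5 at 5wk was set apart in 3 scores. Its gastric epithelium score was -0.048, where the other anti-PD1 mice lay between 4.70 and 5.08. Its neutrophil score was -1.28 against 1.08 to 1.90 in the others, and its liver score was -2.83 against -0.88 to -0.29. After thinning all libraries to the smallest total, the gap ratios were 0.928, 0.721 and 0.769, each still beyond the critical value, which argues against library size. The mouse was the lowest of the group in 96.4% of the gastric epithelium genes, 100% of the neutrophil genes and 68.8% of the liver genes, which argues against a few genes. The epithelium genes took 0.00697% of its counts, within the range of 0.00314% to 0.0104% in the cured mice, and the skeletal muscle genes took 24.6%, next to 24.9% to 26.5% in the cured mice. These values are consistent with a sample that held little or no tumor. Its neutrophil score lay just above the range of the cured mice (-1.95 to -1.35). A sample taken beside the tumor, a tumor that had regressed under anti-PD1 and an exchanged sample would all give such values, and which of these holds was not tested. The paper states that an anti-PD1 mouse was cured but does not say which. The mouse weighs on the comparison of anti-PD1 with cured mice, where 2968 genes had an adjusted p under 0.05 with it and 10746 without it.

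Untreated mouse 2 at 5wk had a gastric epithelium score of 3.64, where the other untreated mice lay between 5.00 and 5.21, and a mesothelium score of 4.32 against 5.25 to 5.60. The gap ratios after thinning were 0.866 and 0.728, both still beyond the critical value. The mouse was lowest in 92.9% of the epithelium genes and in 100% of the mesothelium genes. Neither library size nor a few genes therefore explains the scores. The epithelium genes took 0.12% of its counts, above the 0.0104% of the highest cured mouse, which argues against tissue without tumor. The skeletal muscle genes took 23.7% of its counts, and a larger share of body wall muscle beside the tumor is a candidate explanation. All untreated mice were handled alike by design, so no biological explanation was tested.

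At 3wk, untreated mouse 4 had a skeletal muscle score of 10.30, where the other untreated mice lay between 11.34 and 11.73. It was lowest in 100% of the genes of the list, and the gap ratio stayed at 0.73 after thinning, so neither library size nor a few genes explains the score. Dual ICI mouse 4 had an endothelial score of 4.99 against 5.68 to 5.82 in the others, was lowest in 90% of the genes and kept a gap ratio of 0.826 after thinning, which argues against the same explanations. Its exocrine pancreas score of -2.65, near the floor of the score, was the highest of its group (the others lay between -2.99 and -2.91). Thinning left that gap ratio at 0.799, which argues against library size. The mouse was highest in only 33.3% of the pancreas genes, so a few genes near the floor cannot be told apart from pancreas tissue in the sample. Untreated mouse 2 had a regulatory T cell score of 1.01 against 1.43 to 1.60 in the others. After thinning, its gap ratio was 0.681 and no longer beyond the critical value, and the mouse was lowest in 50% of the genes of a list of 4. For this score, an effect of library size or of a few genes cannot be told apart from a lower number of regulatory T cells, since the list is short and the ratio is close to the critical value. Differences in the pieces of tissue taken may account for the other scores. The design gives no biological explanation within a group, and none was tested.

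A signal in genes that the paper does not discuss appeared at 3wk. Of the 89 genes with an adjusted p under 0.05 between dual ICI and untreated mice, 82 are not named in the paper, 66 of them higher and 16 lower in dual ICI mice. Among the 89 are 11 genes of the interferon gamma response list, 12 of the antigen presentation list and 6 of the T cell lists. In 1 of the 100 splits of the 10 mice, the real one, as many genes passed, and every other split gave 0 genes, with up to 5067 at an unadjusted p under 0.05. The dual ICI libraries were larger than the untreated ones, but after thinning 88 genes passed, of which 83 were among the 89, so library size does not explain them. With the gastric epithelium score as a covariate, 89 of the 89 genes still passed, and with the skeletal muscle score 89 as well, which argues against a difference in either tissue as the whole cause. With the epithelium covariate, 1422 genes passed in all, and 1 of the 100 splits gave as many, the next largest having 662. The count rested on single mice, being 6 without untreated mouse 5. GC content, gene length and a difference in the handling of the 2 groups were not tested and stay open. An effect of dual ICI on interferon response and antigen presentation at 3wk is a hypothesis found and tested on the same data.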

How the results depend on the processing

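The skeletal muscle and gastric epithelium covariates, DESeq2 with single untreated mice left out, thinning, and the fits of the overlap without single mice of the treated groups were chosen only after the results were seen. Where no value or construction is named below, the cause was not tested.

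The number of genes with an adjusted p under 0.05 stayed within 1.5 times its value in 64 of the 76 comparisons with an alternative set beforehand, leaving aside the fits without single mice, and moved in 12. DESeq2 in place of edgeR gave 492 genes (320 higher and 172 lower) in place of 89 (73 and 16) for dual ICI against untreated mice at 3wk, 17 in place of 0 for uncured against untreated mice, 45 in place of 0 for all dual ICI mice at 5wk, 5911 (4189 and 1722) in place of 2968 (2570 and 398) for anti-PD1 against cured mice, 3054 (1361 and 1693) in place of 857 (492 and 365) for uncured mice against dual ICI mice at 3wk, and 1 in place of 0 for the interaction with time. Where edgeR gave 0 genes, the numbers at an unadjusted p under 0.05 were 787 for uncured and 1071 for all dual ICI mice and 1050 for the interaction. A fit of all 29 libraries, which takes the dispersion from every group, gave 7146 (4525 and 2621) for anti-PD1 against cured mice and 237 (199 and 38) for uncured mice against dual ICI mice at 3wk. At 3wk it gave 104 genes, of which 51 were among the 89. Upper-quartile normalization, no filter on low counts, at least 10 counts in every library and the omission of the skeletal muscle genes moved none of the counts beyond 1.5 times.

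The numbers of the libraries do not show that mice of a number belong together: the correlation between libraries of the same number, after the group means were taken out, ranged from -0.647 to 0.64 over 27 pairs. The dual ICI animals at 3wk are numbered with gaps in the count table, and the replicate numbers of their labels were used. With the replicate number as a block all the same, the count was 209 (147 higher and 62 lower) at 3wk, 4016 for untreated against cured mice, 9913 (5304 and 4609) for anti-PD1 against cured mice and 3192 (1483 and 1709) for uncured mice against dual ICI mice at 3wk. The block keeps only numbers found in both groups and uses up degrees of freedom. It reversed the log2 fold change of H2-Eb2 to -0.088 (adjusted p = 0.965) and of H2-Q2 to -1.86 (adjusted p = 0.551) in all dual ICI mice at 5wk. Both groups of that comparison hold the same numbers, so no mouse was dropped, and the cause of the reversals was not tested. For uncured against cured mice, no paired analysis was possible because these groups share no numbers.

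With each mouse left out in turn, the count at 3wk ranged from 6 to 119 over 10 fits, with 6 without untreated mouse 5, 13 without untreated mouse 1, 16 without dual ICI mouse 3, 23 without untreated mouse 4, 30 without dual ICI mouse 5, 34 without untreated mouse 3 and 52 without untreated mouse 2. It ranged from 4491 (without cured mouse 3) to 9388 for untreated against cured mice, from 0 to 10746 for anti-PD1 against cured mice, from 8149 to 10477 for anti-CTLA4 against cured mice, from 10148 to 10883 for uncured against cured mice and from 3 to 4006 for uncured mice against dual ICI mice at 3wk. The last count was 32, 20, 3 and 4006 without dual ICI mouse 1, 2, 3 and 4. For anti-PD1 against cured mice, it was 10746 without anti-PD1 mouse 5 and 0 without any of the other 7 mice, with at least 4793 genes at an unadjusted p under 0.05. The comparisons of uncured, all dual ICI, anti-PD1 and anti-CTLA4 mice with untreated mice and the interaction gave 0 genes in each of these fits. The comparisons of the uncured mice alone were not fitted without 1 of these mice, since 1 mouse would have been left. The overlap of the comparisons of Fig. 4A at the unadjusted threshold ranged from 2523 to 4048.

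Among the alternatives chosen after seeing the data, the skeletal muscle covariate gave 640 genes (374 higher and 266 lower) at 3wk and 2457 for uncured mice against dual ICI mice at 3wk, and the gastric epithelium covariate gave 1422 (941 and 481) and 2960. DESeq2 gave 62, 50, 21, 29 and 0 genes for uncured against untreated mice without untreated mouse 1, 2, 3, 4 and 5. The covariates reversed the log2 fold change of Il12a between uncured mice and dual ICI mice at 3wk, to 0.11 with the muscle score and to 0.76 with the epithelium score (adjusted p = 0.925 and 0.483, where its alternatives ranged from 0.143 to 0.925).

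The score differences kept their direction and their side of the threshold under a prior count of 0.5, the median over the list and the other alternatives in 28 of 28 comparisons, and in 66 of 67 with a mouse left out. The neutrophil difference at 3wk reversed to -0.065 without dual ICI mouse 4 and ranged from -0.065 to 0.39. The difference of the CD8 T cell score ranged from 2.18 to 2.56 at 3wk, from 1.39 to 1.62 for uncured against untreated mice and from 1.43 to 1.66 against the other groups at 5wk. That of the T cell score ranged from 1.13 to 1.41 and from 0.95 to 1.14. With 2 uncured against 5 untreated mice, no difference could reach an exact p under 0.0952.

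The list tests depended on how the correlation between genes was treated. Under fry, the adjusted p in the uncured mice was 0.103 for the IL6-JAK-STAT3, JAK-STAT, TNF-NFKB and inflammatory response lists and 0.101 for the interferon gamma response list, and at 3wk it was 0.192 for IL6-JAK-STAT3, 0.0631 for JAK-STAT components and 0.135 for the inflammatory response. Camera with an estimated correlation gave 0.154 for all 5 lists in the uncured mice and 0.302, 0.204 and 0.245 for the same 3 lists at 3wk. Both methods let the genes of a list vary together across mice, which the preset correlation of 0.01 limits. With fgsea, the TNF-NFKB list at 3wk passed (adjusted p = 0.0102), and its adjusted p ranged from 0.00495 (without untreated mouse 4) to 0.9 with mice left out, was 0.047 without dual ICI mouse 1 and reversed in direction without dual ICI mouse 5 (0.886). Of the other list tests, 33 with another setting and 72 with a mouse left out kept their direction and side of the threshold.

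Of the log2 fold changes of single genes, 497 comparisons with an alternative set beforehand kept direction and side of the threshold, 18 became stronger and 9 weaker, and 2 reversed as given above. With a mouse left out, 503 were unchanged in this sense, 61 were weaker, 4 stronger and 4 reversed. The 4 were in all dual ICI mice at 5wk: H2-Q2 reversed to -0.38 without uncured mouse 5 (range -0.38 to 0.86), and Phyhip to 0.085 without uncured mouse 1, 0.11 without uncured mouse 5 and 0.10 without untreated mouse 4 (range -0.50 to 0.11). With the alternatives chosen later, 238 were unchanged, 49 stronger and 2 reversed. Genes with few counts, such as Il4, Il6, Il13 and Ifng with means under 2 CPM in the groups compared, are limited by their depth.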

Differences from the paper's values

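The log2 fold change of Ankrd2 is about -2.1 in Fig. 1D of the paper, read by eye, and was 1.01 with all 5 dual ICI mice against the untreated mice at 5wk. For Phyhip, the paper's value is about -2.0 in Fig. 1D, read by eye, against -0.13. None of the alternatives set before the data were examined closed either gap. Ly6c2 has a -log10 p of about 8.6 in Fig. 1D, read by eye. With all 5 dual ICI mice it was 0.967, and none of the alternatives set before the data were examined closed the gap. With the 2 uncured mice alone it was 3.30. There, DESeq2 in place of edgeR gave 6.03, which is closer to the figure but still lower. The other alternatives set before the data were examined did not close the gap either. With DESeq2 and 1 untreated mouse left out at a time, alternatives chosen after seeing the values, it was 8.54 without mouse 2, 9.81 without mouse 4, 5.00 without mouse 1, 4.89 without mouse 3 and 4.73 without mouse 5. The first 2 of these came closest to the value read by eye, and the rest were below it.

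The log2 fold changes of Ankrd2 and Phyhip in the uncured mice alone, -2.05 and -1.79, are negative as in the figure and slightly smaller in size. DESeq2 without untreated mouse 2, chosen after seeing the values, gave -2.11 and -2.02, close to the figure for both genes. Without another untreated mouse, DESeq2 gave -2.228 to -1.695 for Ankrd2 and -1.816 to -1.569 for Phyhip. Of the 20 genes labelled in Fig. 1D, 0 had an adjusted p under 0.05 with edgeR in the uncured mice and 19 had an unadjusted p under 0.05. DESeq2 called 12 of the 20. DESeq2 with untreated mouse 2 left out, an alternative chosen after seeing the values, called all 20 and gave a p to 19873 genes, which is the total printed in Fig. 1D. The other mice left out in turn gave 13 called genes of 19830 (mouse 1), 9 of 19807 (mouse 3), 10 of 19847 (mouse 4) and 0 of 19804 (mouse 5).

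The paper states that neutrophils were fewer in dual ICI mice than in untreated mice at 3wk. It bases this on mMCP-counter, CIBERSORT and Ly6G staining, the last counted per tumor area. The score used here averages the RNA of marker genes over the whole sample, so the measures differ. The neutrophil score was 0.20 higher in dual ICI mice, with overlapping groups; it was lower, by -0.065, only without dual ICI mouse 4. For 5wk the paper states a rise of neutrophils in the uncured mice, where the score difference was 0.36 with overlapping groups (exact permutation p = 0.476), and no setting separated the groups at an exact p under 0.19.

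Several checkpoint, cytokine and chemokine genes that the paper describes as raised did not pass an adjusted p of 0.05 with edgeR. At 3wk, DESeq2 called Pdcd1 (adjusted p = 0.0146), Tigit (0.005), Gzmb (0.00118), Prf1 (0.00211) and Ifng (0.000309). The fit of all 29 mice called Gzmb (0.00638) and Ifng (0.0443), the replicate number as a block called Tigit (0.0205), Gzmb (0.0302) and Ifng (0.0405), and leaving out dual ICI mouse 2 called Pdcd1 (0.0431). With the skeletal muscle score as a covariate, an alternative chosen after seeing the values, the same 5 genes passed, with adjusted p-values between 0.0109 and 0.0186. With the gastric epithelium score as a covariate, also chosen after seeing the values, they passed as well, and the adjusted p was 0.0187 for Ctla4, 0.0144 for Lag3, 0.00452 for Havcr2, 0.0384 for Lgals9, 0.0423 for Tnfrsf14, 0.0411 for Il1a, 0.00401 for Il1b, 0.00844 for Il12b, 0.00443 for Tnf, 0.0425 for Ccl2, 0.00438 for Cxcl11 and 0.00117 for Cxcl16. In the uncured mice, no setting called Tigit, Pdcd1, Ctla4, Havcr2, Btla, Lag3, Tnfrsf14, Lgals9 or Cd28, and the alternatives were not computed for the other checkpoint genes. Ccl5 was called with DESeq2 without untreated mouse 4 (0.000285), an alternative chosen after seeing the values. DESeq2 called Cd8a (0.0266), Cd8b1 (0.00941), H2-Eb2 (0.019), Ly6c2 (0.00486) and Ankrd2 (0.0269). DESeq2 without untreated mouse 2, chosen after seeing the values, also called H2-Q2 (0.00146), Phyhip (0.0074) and Il2rb (0.0348).

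The paper places Il6 among the genes raised by dual ICI. Its mean was 0.576 CPM in dual ICI and 0.661 CPM in untreated mice at 3wk, and 0.913 CPM in uncured and 0.988 CPM in untreated mice at 5wk. Il4 differed at 3wk by less than the spread in either group, and Il13 was too low to test. At 5wk, Il4 went in the paper's direction, with a log2 fold change of 1.71 in uncured against untreated mice. Its adjusted p there was 0.538 or more in every setting. Lag3, which the paper describes as raised at both time points, had a log2 fold change of 0.20 in uncured mice (edgeR adjusted p = 0.849). Ccl17 and Cxcl1 were not higher in dual ICI mice at 3wk, and Ccl17 and Ccl20 were not higher in uncured mice at 5wk. The paper states that Cd28 and IL-12 were lower in the uncured mice than at 3wk after dual ICI. Cd28 was lower by a log2 fold change of -1.20 (edgeR adjusted p = 0.0533), called with DESeq2 (0.00229), without dual ICI mouse 4 (0.028) or mouse 5 (0.0494), with the replicate number as a block (0.0469), and with the muscle covariate chosen after seeing the values (0.0448). Untreated mice differed in the same direction. For IL-12, the edgeR adjusted p was 0.232 for Il12a and 0.378 for Il12b, and the muscle (0.0404) and epithelium (0.0215) covariates, chosen after seeing the values, called Il12b. Ifng, which the paper also describes as lower, had an edgeR adjusted p of 0.0655 and was called with DESeq2 (0.00936), without dual ICI mouse 4 (0.0272), and with the muscle (0.0103) or epithelium covariate (0.00946) chosen after seeing the values.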

Other observations

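The tests reported here on Cd28, on the Fig. 4B targets, on the T cell score, and on the neutrophil score at each single time point were chosen only after the results were seen. The counts of other splits, the simulated overlap, the difference in skeletal muscle and the relation of the neutrophil to the gastric epithelium score were not.

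Other splits of the same mice were tested for the counts of genes with an adjusted p under 0.05. Against the cured mice, 1 of the 56 splits gave as many genes as the real one for untreated mice (the next largest had 5036), and so did 1 of the 35 splits for anti-CTLA4 mice (6623), so the splits argue against a random division of the mice as the source of these counts. For anti-PD1 mice, 3 of the 56 splits (5.36%) gave at least as many genes, so the splits alone do not exclude a random division for that count. Of the 2 other splits, the one with 3880 genes exchanged anti-PD1 mouse 5, whose epithelium share lay within the range of the cured mice, for cured mouse 2. The one with 5459 genes set anti-PD1 mice 2, 3 and 4 against the other 2 anti-PD1 mice and the cured mice. Both thus kept anti-PD1 mouse 5 on the side of most or all cured mice. Without that mouse the count was 10746, for which no other splits were drawn. Against untreated mice, where the real counts were 0 genes, 100 of the 100 splits gave as many for all dual ICI mice, for anti-PD1 and for anti-CTLA4 mice. Some of these splits gave more, up to 8223 genes in the dual ICI comparison, where 4 of the other splits were above 0, up to 1332 for anti-PD1 and up to 1388 for anti-CTLA4. The overlap of the comparisons of Fig. 4A was 3108 genes, and that of simulated unchanged groups was 0 genes at most in 20 sets. The simulated means came from the cured libraries themselves, so the sets cannot decide whether a shared deviation of those libraries adds to the overlap. Among the genes of the naming rule, Guca2b and Ttr were of the 5 with the largest rise over the cured mice in all 4 comparisons.

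Tissue content differed between uncured and untreated mice at 5wk. The skeletal muscle list had 0 of 28 genes higher, with a median log2 fold change of -1.11 (camera adjusted p = 1.76e-08), and its score differed by -0.81, within the SD of 0.98 among the untreated mice. Whether less muscle in the samples accounts for part of the gene changes cannot be told apart from an effect of treatment, since only 2 uncured mice were measured and the untreated mice spread as widely. For the T cell score, 1.04 higher in the uncured mice, less muscle would have raised the markers of tissues that do not come with it. The endothelial score differed by -0.28, the mesothelium score by -0.54 and the adipocyte score by -0.83. At 3wk, dual ICI mouse 4 had the least muscle of its group (8.37% of counts) and the lowest endothelial score. Vessels may thus come with the muscle, so the endothelial fall cannot decide this, and the adipocyte score was not checked. At 5wk, the mesothelium score was low where muscle was high, in untreated mouse 2 (4.319) and the cured mice (2.678 to 4.511). Its fall in the uncured mice argues against less muscle as the whole cause. The amount of tumor epithelium does not explain the T cell score either. The line through the 10 untreated mice gave 0.134 for the epithelium difference, and the uncured mice lay 0.89 and 0.861 above that line, where its residual SD was 0.319. Within the 5wk series, the line of the 14 untreated and monotherapy mice gave 0.057, and the uncured mice lay 1.01 and 0.974 above it (residual SD 0.291). A rise of T cells under dual ICI that persisted in uncured tumors is a hypothesis that may account for the score, found and tested on the same 2 uncured mice.

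The relation of the neutrophil score to the gastric epithelium score in the 10 untreated mice had an r of 0.94. Tumor content may therefore carry the neutrophil score, but across both comparisons of dual ICI with untreated mice this cannot be told apart from an effect of treatment, because the epithelium score differed with the group at 5wk and not at 3wk. For the comparison at 5wk, the line through the 10 untreated mice of both library series gave a difference of 0.389 for the higher epithelium score of the uncured mice, and 0.36 was observed. The uncured mice lay -0.30 and 0.24 from the line, within 2 residual SD (0.462). Within the 5wk series, the line of the 14 untreated and monotherapy mice gave 0.269, and the relation rested on 2 mice. For the difference at 5wk, the amount of tumor therefore cannot be told apart from an effect of treatment, since only 2 uncured mice were measured. At 3wk, with the epithelium score taken into account, dual ICI mice were 0.437 higher than untreated mice (permutation of the residuals over 252 labellings, two-sided p = 0.0119), which argues against a lower neutrophil score at equal tumor content. All 5 dual ICI mice lay above the line, by 0.101, 0.294, 0.554, 0.763 and 0.139, and 2 of them beyond 2 residual SD. Less tumor and more neutrophil transcripts per tumor after dual ICI is a biological alternative that was not tested further.

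In the 14 untreated and monotherapy mice at 5wk, the score of the Fig. 4B targets followed the gastric epithelium score, with a Pearson r of 0.963 (permutation p = 0.00026, adjusted p = 0.00052) and a Spearman rho of 0.648 (permutation p = 0.0155, adjusted p = 0.031). Without anti-PD1 mouse 5 and untreated mouse 2, the 2 mice farthest from the median, r was 0.573 (permutation p = 0.058), so the relation rests in part on them. Whether tumor epithelium alone raises the Fig. 4B targets over the cured mice cannot be told apart from activity of the pathway in the tumors, since the cured mice hold almost no epithelium. The neutrophil score in these mice had an r of 0.932 (permutation p = 0.00288, adjusted p = 0.00384) and a rho of 0.455 (permutation p = 0.105, adjusted p = 0.14), and without the same 2 mice an r of 0.215 (permutation p = 0.518). For the IL6-JAK-STAT3 score, r was 0.918 (permutation p = 0.005, adjusted p = 0.005), rho 0.305 (permutation p = 0.289, adjusted p = 0.289) and r without the 2 mice 0.026 (permutation p = 0.894). Both of these relations rest on the 2 mice. All 14 libraries belong to 1 library series, and the adjustment covers the 4 relations computed.

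Cd28 was lower in uncured mice at 5wk than in dual ICI mice at 3wk, and it was lower by a log2 difference of -1.55 in untreated mice at 5wk than at 3wk. A difference between the 3wk and 5wk samples that is shared by untreated mice is therefore consistent with the fall. The stage and the library series coincide, so tumor age cannot be told apart from the series. Cd28 was 10.3 CPM in anti-PD1 mouse 5, and the cured mice also exceeded the uncured and untreated mice at 5wk on average. Low Cd28 was thus not common to all samples of the 5wk series. The cured mice and anti-PD1 mouse 5 held the least gastric epithelium, so they cannot separate the series from the tissue content.

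Lists that belong at no claim were tested with camera between uncured and untreated mice at 5wk, adjusted over 22 lists. The preset correlation of 0.01 was used, and no test under another correlation is given for them. The T cell list had 9 of 10 genes higher (median log2 fold change 1.05, adjusted p = 8.28e-13), the CD8 T cell list 2 of 2 (1.5, 6.96e-08), the exhaustion list 8 of 8 (0.81, 2.41e-05), the NK cell list 5 of 5 (0.88, 0.000435), the regulatory T cell list 4 of 4 (0.71, 0.00505), the macrophage list 12 of 12 (0.41, 0.000287) and the B cell list 5 of 6 (0.45, 0.0317). The checkpoint list (adjusted p = 4.57e-07), the cytokine and cytotoxic list (1.84e-05), the chemokine list (0.000336) and the Fig. 4B targets (1.23e-11) rose, as did the genes labelled higher in Fig. 1D (5.07e-43), while those labelled lower fell (6.53e-09); the study showed these genes from the same libraries. The mesothelium (1 of 11 genes higher, adjusted p = 1.84e-05), adipocyte (0 of 12, 4.95e-06) and endothelial (1 of 10, 0.01) lists fell. The fibroblast (0.141), liver (0.268) and exocrine pancreas (0.43) lists did not pass the threshold. At 3wk, the exhaustion list had 8 of 8 genes higher (median 0.71, adjusted p = 8.98e-06), the exocrine pancreas list fell (0 of 2 genes higher, adjusted p = 0.0477), and the liver list (0.909) and the Fig. 4B targets (0.0684) did not pass. The Y-linked list had 0 counts in all 29 libraries, and the female X inactivation list scored between 1.73 and 2.41 in every mouse.

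With all 5 dual ICI mice at 5wk, 3 of them cured, against untreated mice, several lists moved opposite to the uncured mice. The IL6-JAK-STAT3 list had a median log2 fold change of -0.20 (camera adjusted p = 0.031), the inflammatory response list of -0.23 (0.00897) and the cell cycle list of -0.67 (8.3e-12). The STAT3 targets, which did not pass the threshold in the uncured mice, had a median of -0.56 (0.000348). Between uncured mice and dual ICI mice at 3wk, the TNF-NFKB list rose (median 0.37, adjusted p = 0.000665) and the interferon gamma response list fell (median -0.31, adjusted p = 0.00812). Of the genes of stained proteins, Cd68 was 66.0 ± 17.7 CPM (SD, n = 5) in dual ICI and 46.8 ± 7.64 CPM (SD, n = 5) in untreated mice at 3wk, and 50.0 ± 9.79 CPM (SD, n = 2) in uncured and 36.2 ± 14.7 CPM (SD, n = 5) in untreated mice at 5wk. Mrc1 was 278 ± 63.6 CPM against 211 ± 14.1 CPM at 3wk and 172 ± 16.2 CPM against 124 ± 52.0 CPM at 5wk. Foxp3 was 2.02 ± 0.820 CPM against 1.79 ± 0.372 CPM at 3wk and 5.23 ± 0.00341 CPM against 2.71 ± 0.724 CPM at 5wk, and Eomes was 2.71 ± 1.41 CPM against 1.72 ± 0.634 CPM and 3.88 ± 1.22 CPM against 2.10 ± 0.707 CPM.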
